# Chromatin profiling identifies chondrocyte-specific Sox9 enhancers important for skeletal development

**DOI:** 10.1172/jci.insight.175486

**Published:** 2024-06-10

**Authors:** Sachi Ichiyama-Kobayashi, Kenji Hata, Kanta Wakamori, Yoshifumi Takahata, Tomohiko Murakami, Hitomi Yamanaka, Hiroshi Takano, Ryoji Yao, Narikazu Uzawa, Riko Nishimura

**Keywords:** Bone biology, Cartilage, Epigenetics

## Abstract

The transcription factor SRY-related HMG box 9 (Sox9) is essential for chondrogenesis. Mutations in and around *SOX9* cause campomelic dysplasia (CD) characterized by skeletal malformations. Although the function of Sox9 in this context is well studied, the mechanisms that regulate Sox9 expression in chondrocytes remain to be elucidated. Here, we have used genome-wide profiling to identify 2 Sox9 enhancers located in a proximal breakpoint cluster responsible for CD. Enhancer activity of E308 (located 308 kb 5′ upstream) and E160 (located 160 kb 5′ upstream) correlated with Sox9 expression levels, and both enhancers showed a synergistic effect in vitro. While single deletions in mice had no apparent effect, simultaneous deletion of both E308 and E160 caused a dwarf phenotype, concomitant with a reduction of Sox9 expression in chondrocytes. Moreover, bone morphogenetic protein 2–dependent chondrocyte differentiation of limb bud mesenchymal cells was severely attenuated in E308/E160 deletion mice. Finally, we found that an open chromatin region upstream of the Sox9 gene was reorganized in the E308/E160 deletion mice to partially compensate for the loss of E308 and E160. In conclusion, our findings reveal a mechanism of Sox9 gene regulation in chondrocytes that might aid in our understanding of the pathophysiology of skeletal disorders.

## Abstract 2

Sox9 gene expression is regulated by two upstream enhancers in chondrocytes, the loss of which promotes a dwarf phenotype in mice.

## Introduction

Cartilage tissue performs a variety of important functions from embryonic to adult life. In the embryonic stage, it forms the cartilage anlagen that serves as a template for the skeleton, and it regulates the longitudinal growth of the bone as growth plate cartilage. This developmental process is called endochondral bone formation, and chondrocytes play essential roles during this process (1). This is exemplified by the fact that genetic dysfunction of chondrocytes causes various types of skeletal dysplasia, including campomeric dysplasia (CD) and achondroplasia.

Chondrocytes originate from skeletal stem cells that arise from mesoderm- and neural crest–derived mesenchymal cells (2). Condensation of these mesenchymal stem cells induces their commitment and differentiation into chondrocytes. It is well established that the transcription factor SRY-related HMG box 9 (Sox9) is a master regulator for chondrocyte differentiation (3). The essential role of Sox9 in skeletal development was first discovered by clinical mutation analysis of patients with CD. The disease is characterized by autosomal sex reversal and skeletal abnormalities, including shortening and bowing of the long bones (4, 5). Genetic studies in mice further revealed that chondrocyte-specific or early-mesenchyme deletion of limb pad–specific Sox9 expression abolishes chondrogenesis and leads to severe defects in skeletal development (6).

The function of Sox9 in chondrocyte differentiation has since been intensively investigated (7). Sox9 controls chondrocyte differentiation and proliferation by directly regulating the transcription of target genes including collagen type II, alpha 1 (*Col2a1*), and aggrecan (*Acan*) through a DNA-binding domain called the HMG box (3, 8, 9). Sox9 does not exert its transcriptional function alone but forms a large complex with several other transcription factors (3, 10). In particular, Sox5 and Sox6, which belong to the same gene family as Sox9, act in concert with Sox9 to promote chondrocyte differentiation (11, 12). Several nuclear proteins including Wwp2 (13), p54nrb (14), and p300 (15) have been proposed to interact with Sox9 during chondrogenesis. These proteins control multiple steps of the gene expression process, including mRNA splicing, chromatin organization, and histone modification. Recent progress of genome-wide analysis uncovered not only 2 distinct modes of action of Sox9 in chondrocytes (16) but also a Sox9-dependent gene regulatory network controlling skeletal development (17).

Despite the progress in understanding Sox9 function during chondrocyte differentiation, the molecular mechanisms underlying Sox9 expression in chondrocytes largely remain unknown. In general, eukaryotic gene expression is regulated by promoters located near the site of transcription initiation and by enhancers that are positioned on average 120 kb away from the transcription start site (TSS) of the target gene (18). Multiple enhancers tend to orchestrate tissue-specific gene expression in a temporospatial manner, and they interact with the promoter by forming a loop-like DNA structure to promote gene transcription (19). Interestingly, recent genome-wide association studies identified mutations in enhancer regions that are associated with human diseases (20). Genetic and epigenetic variation within enhancers affect the binding ability of transcription factors, and chromosomal rearrangements cause the genetic misplacement of enhancers (21), both of which result in the decrease of target gene expression. Indeed, in patients with CD, not only are mutations in the Sox9 coding region observed but also translocations of the noncoding region around the *SOX9* gene locus (22). Previous reports demonstrated that proximal (50~375 kb) and distal (789~932 kb) breakpoint clusters located upstream of the *SOX9* TSS correlate with a skeletal phenotype in patients with CD (23), implying the existence of chondrocyte-specific enhancers in these clusters that are important for Sox9 expression.

Several studies performed genomic conservation analysis and identified chondrocyte-specific Sox9 enhancers at –70 kb and –251 kb upstream of the *Sox9* TSS (24, 25). In addition, Mochizuki et al. identified a single rib cage–specific enhancer located 1 Mb upstream of the *Sox9* TSS using CRISPR/Cas9 technologies (26). Nevertheless, Sox9 gene expression is likely to be regulated by additional enhancers, and the functional cooperation of these multiple enhancers in vivo remains unknown. The identification and characterization of Sox9 enhancers would facilitate our understanding of the mechanism driving Sox9 expression during skeletal development and the pathogenesis of CD. However, this task has been challenging because the regulatory region for Sox9 expression is spread over a 1.5 Mb gene desert, which is expected to include multiple redundant enhancers.

In this study, we performed an unbiased assay for transposase-accessible chromatin sequencing (ATAC-Seq) and ChIP-Seq analysis in mouse primary chondrocytes to screen for Sox9 enhancers in chondrocytes. We identified 2 Sox9 enhancers and demonstrated that synergistic enhancer activity is important for Sox9 expression in vitro and in vivo. Our findings provide insights into Sox9 gene regulation and contribute to a better understanding of the pathophysiology of CD.

## Results

### Genome-wide profiling of open chromatin regions and active enhancer regions in chondrocytes.

To identify enhancers associated with Sox9 gene expression in chondrocytes, we performed genome-wide ATAC-Seq profiling and ChIP-Seq for active enhancer marks in primary rib chondrocytes (Figure 1A). First, we verified high expression of the chondrogenic marker genes *Sox9*, *Col2a1*, and *Acan* in our primary chondrocytes by reverse transcription-quantitative polymerase chain reaction (RT-qPCR) analysis (Figure 1B). Primary dermal fibroblasts that were used as controls showed low expression of these genes but high expression of *Col1a1* (Figure 1B). We then explored open chromatin regions in chondrocytes by ATAC-Seq, and we performed ChIP-Seq analysis using antibodies against H3K27ac (27) and H3K4me2, both active histone marks of promoters and enhancers. Their combination allowed us to reduce false positive predictions based on H3K27ac alone (28). We used H3K27ac ChIP-Seq data from dermal fibroblasts as a negative control.

Initially, we examined the average enrichment of ATAC-Seq and ChIP-Seq signals over genomic regions such as known promoters and enhancers in order to validate our data sets. We found that about 10% (8.2%~13.7%) of ATAC-Seq and ChIP-Seq signals were enriched around promoter regions (≤1,000 bp), whereas the genomic background only showed 1.1% enrichment (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.175486DS1). About 50% of peaks were mapped to ±50–500 kb from the TSS (Supplemental Figure 1B). Enrichment analysis using ngsplot further revealed that ATAC-Seq and ChIP-Seq peaks were enriched at known enhancer regions and at genomic regions around TSSs (Supplemental Figure 2).

We next investigated ATAC-Seq and ChIP-Seq profiles of known chondrocyte genes (Figure 1C). Strong chondrocyte-specific ATAC-Seq and ChIP-Seq peaks were observed in promoter regions and the gene body of chondrogenic genes, including *Col2a1*, *Acan*, and *Sox9* (Figure 1C). ATAC-Seq and ChIP-Seq peaks of these genes were low in dermal fibroblasts, which showed peaks at the fibroblast marker gene *Col1a1* instead (Figure 1C). Venn diagrams of ATAC-Seq peaks and ChIP-Seq peaks identified 5,559 overlapping chondrocyte-specific regions (Figure 1D). GREAT Gene Ontology analysis revealed a correlation of these peaks with chondrocyte function (skeletal system morphogenesis and cartilage development) (Supplemental Figure 2B). Moreover, an investigation with MGI phenotype ontology demonstrated that these peaks were enriched within genes that are associated with abnormal cartilage development and abnormal chondrocyte morphology (Supplemental Figure 3, A and B). These data collectively suggest that our genome-wide profiling data should allow the identification of enhancers associated with chondrocyte-specific gene expression.

### Identification of Sox9 enhancers in chondrocytes.

We next investigated genomic regions upstream of the Sox9 TSS to search for potential Sox9 enhancers in chondrocytes. We found 5 strong ATAC-Seq peaks (–1,093 kb, –337 kb, –308 kb, –160 kb, and –138 kb) in chondrocytes (Figure 2A). Among these, 2 peaks, one located at –308 kb (referred to as E308, chr11: 112,334,364–112,335,294; 930 bp long) and the other at –160 kb (referred to as E160, chr11: 112,482,190–112,483,273; 1,083 bp long), overlapped with H3K27ac and H3K9me2 peaks. This suggested that E308 and E160 are open and active (Figure 2B). In contrast, these peaks were very weak in dermal fibroblasts (Figure 2B). Replicate ATAC-Seq and ChIP-Seq analysis identified reproducible genomic peaks at the 2 putative enhancer regions in chondrocytes (Supplemental Figure 4, A and B).

To verify that E308 and E160 are specific to chondrocytes, we used public ATAC-Seq and H3K27ac ChIP-Seq data sets (National Center for Biotechnology Gene Expression Omnibus GSE99320) of Sertoli cells. These cells promote testis development and are known to have high levels of Sox9 expression (29). A comparison with our data sets in chondrocytes verified that testis-specific Sox9 enhancers including –565 kb (29) and testis-specific enhancer of Sox9, located at –13 kb (30), are open and active in Sertoli cells but not in chondrocytes. In contrast, peaks of E308 and E160 were very low in Sertoli cells (Figure 2, A and B, lower panel). Moreover, the genomic regions of E308 and E160 showed a high level of sequence conservation among vertebrates including rabbit, human, opossum, and chicken (Figure 2, C and D). The homologous regions of E160 and E308 in the human genome correspond to –327 kb (Chr17: 69,971,433–69,972,581) and –144 kb (Chr17: 69,971,433–69,972,581) from the *SOX9* TSS. Both enhancers are located within a proximal breakpoint cluster (–375~–50 kb), which is associated with severe CD (22). SOX9 promoter-anchored Capture-C assays (31) further revealed that these homologous regions of E160 and E308 contact the *SOX9* promoter in human cranial neural crest cells, which show high expression of *SOX9* (Supplemental Figure 5). Overall, these data suggest that E308 and E160 are potential Sox9 enhancers in chondrocytes.

### Enhancer activity of E308 and E160 in vitro.

We next examined whether the enhancer activity of E308 and E160 correlates with *Sox9* gene expression in cell culture. We therefore created reporter constructs in which the potential enhancer region (E308 or E160) was cloned upstream of a Sox9 minimal promoter (–100~+10 bp) and fused to a luciferase reporter gene. We first investigated enhancer activity of E308 and E160 in primary chondrocytes, second passage chondrocytes, and dermal fibroblasts. RT-qPCR and Western blot analysis showed that Sox9 expression was highest in primary chondrocytes and decreased in second passage chondrocytes (Figure 3, A and B). Dermal fibroblasts showed low expression of Sox9 mRNA and protein (Figure 3, A and B). We observed that the activity of E308 based on relative luciferase levels correlated with *Sox9* gene expression (Figure 3C). In contrast, E160 enhancer activity was similar in second passage chondrocytes compared to primary chondrocytes, though Sox9 expression was lower in these cells (Figure 3C).

Next, we compared the enhancer activity in 4 cell lines with varying levels of Sox9 expression (ATDC5, C3H10T1/2, C2C12, and Raw264.7). Mouse chondrogenic ATDC5 cells have high expression of Sox9. Mouse mesenchymal C3H10T1/2 cells, which can be differentiated into chondrocytes and C2C12 myoblasts, weakly expressed Sox9, and Raw264.7 cells did not express Sox9 (Figure 3, D and E). The enhancer activity of E308 strongly correlated with Sox9 expression in all cell lines (Figure 3F). Consistent with the data in primary and second passage chondrocytes, E160 showed –similar activity in chondrogenic ATDC5 and C3H10T1/2 cells (Figure 3F). E308 and E160 activity was very low in Raw264.7 cells (Figure 3F).

We next tested whether E308 and E160 activity increases during chondrocyte differentiation. Therefore, we treated ATDC5 cells with a cocktail of insulin, transferrin, and selenium (ITS), which triggered chondrocyte differentiation as indicated by increased matrix production assayed by Alcian blue staining and increased *Sox9* gene expression (Figure 3, G and H). ChIP-qPCR using the anti-H3K27ac antibody revealed concomitant enrichment of H3K27ac in E308 and E160 (Figure 3I). These data suggest that E308 and E160 enhancer activity correlates with Sox9 expression in chondrocytes.

### Synergistic enhancer activity of E160 and E308 in chondrocytes.

To further define the regions important for E160 and E308 enhancer activity in chondrocytes, we divided the genomic region covered by the ATAC-Seq peaks and generated various reporter constructs (Figure 4, A and B). We used the full-length region of E160 and a partial region (660 bp in length) of E308, which showed high conservation between species (Figure 2C and Figure 4B). These reporter constructs were transfected into primary chondrocytes and subjected to reporter assays. We found that 500 bp on the 5′ side of E160 and 220 bp on the 5′ side of E308 were important for enhancer activity (Figure 4, A and B).

Because cooperative transcriptional regulation by multiple enhancers has been reported (32), we also generated a construct that combined both E160 and E308 and examined if both enhancers led to synergistic gene activation. We found that the tandem arrangement of E160 and E308 markedly increased luciferase expression compared with E160 and E308 alone (Figure 4C). These results suggest that E160 and E308 act cooperatively to promote *Sox9* gene expression.

### Regulation of Sox9 enhancer activity by paired like homeodomain 1.

In order to identify transcription factors that bind and promote the enhancer activity of E308 and E160, we used JASPAR (33) to perform sequence motif analyses of E308(1–220) and E160(1–500), the 2 enhancer regions that elicit high luciferase activity as discussed above (Figure 4, A and B). We identified 96 motifs in E160 and 86 motifs in E308 (Figure 5A and Supplemental Table 5). To narrow down candidate transcription factors based on their expression, we conducted RNA-Seq analysis in primary chondrocytes and primary dermal fibroblasts. 

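The RNA-Seq data comprised 1 library of primary chondrocytes, isolated from the rib cartilage of newborn mice by collagenase digestion and used within 2 passages, and 1 library of primary dermal fibroblasts, isolated from the dorsal skin of newborn mice. Stranded mRNA libraries were sequenced as 75 bp single-end reads, and the authors mapped the reads to mm10 with TopHat and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the program that counted the reads. The counts covered 24421 gene names and summed to 18788599 reads in chondrocytes and 17563724 reads in dermal fibroblasts. A count above 0 in at least 1 library was found for 17718 genes. The 10 most abundant genes took 18.6% of the chondrocyte counts and 9.09% of the dermal fibroblast counts, and *Col2a1* alone took 7.70% of the chondrocyte counts. For the values reported here, the counts were multiplied by an estimate of the authors' factor for each library, called the authors' factor below. It was the median ratio of the normalized count in Supplemental Table 6 to the deposited count over genes with at least 100 counts. The ratio also takes in any difference in counting. This estimate was 0.997 for chondrocytes (967 genes) and 0.975 for dermal fibroblasts (570 genes). For *Pitx1* it gave scaled counts of 58.8 in chondrocytes and 10.7 in dermal fibroblasts, against 59.5 and 10.8 in Supplemental Table 6. The copy of Supplemental Table 6 used for this step held 1866 genes, against the paper's 1868. Counts under 3 were set to 3 before a fold was taken, and a fold against a library at 3 counts or fewer is written as a lower bound with respect to this floor. The bound leaves out counting error, so the interval can start below it. A 95% Clopper-Pearson interval, which covers counting error alone, was computed for each fold and is printed for some of them. As each cell type had 1 library, no difference has a replicate check, no test across genes was made, and the intervals describe these 2 libraries only. In simulated counts for the same genes, 200 genes with at least 100 counts over both libraries were changed 4-fold. Of these, 100% of the genes raised and 100% of the genes lowered passed the 2-fold threshold. Only counting error was simulated, so this checks the calculation and does not cover genes with fewer counts.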

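After scaling, 1876 genes had a fold over 2 in chondrocytes relative to dermal fibroblasts, and 2480 genes had a fold over 2 in the other direction. Many of the genes higher in chondrocytes had few reads. Of the 1876 genes, 905 had fewer than 100 counts in chondrocytes, 203 had fewer than 10, and 456 had 3 counts or fewer in dermal fibroblasts. The whole counting interval lay above 2-fold for 1026 of them. The number depended most on the threshold, since 708 genes had a fold over 4. *Col2a1* (chromosome 15 of GRCm38, 97975602 to 98004724) had 1447098 counts in chondrocytes and 0 in dermal fibroblasts and was at least 493135-fold higher. It led the 5 largest folds among genes with at least 100 counts, followed by *Col9a1* (at least 31590-fold), *Lect1* (at least 11274-fold), *Hapln1* (at least 8587-fold) and *Comp* (6419-fold, interval 2507 to 23561). *Acan* had 148105 counts against 35 and was 4326-fold higher (interval 3110 to 6211). *Sox9* (chromosome 11, 112782210 to 112787757) had 5045 counts against 342, a 15.1-fold difference (interval 13.5 to 16.9). *Sox5* was 36.2-fold higher (interval 24.7 to 55.3), *Wwp2* was 12.6-fold higher (interval 11.8 to 13.4), and *Ihh*, with 41 counts against 3, was at least 14.0-fold higher with respect to the floor, with an interval from 4.46 to 70.5. *Nono* and *Ep300* lay within 2-fold, at 1.23 and 0.821. *Actb* had 45139 counts in chondrocytes and 50469 in dermal fibroblasts. *Col1a1* was 8.06-fold higher in dermal fibroblasts (interval 7.97 to 8.14), with 322379 counts against 39143. The 5 genes with the largest folds in the dermal fibroblast library were *Cyp4b1* (at least 639.7-fold), *Krt5* (at least 552-fold), *Irx1* (482-fold), *Krt6a* (at least 388-fold) and *Lgr5* (308-fold). Epidermal cells in that preparation stay open as a source of the keratin reads. The most abundant genes in chondrocytes were *Col2a1*, *Fn1*, *H19*, *Igf2* and *Col11a1*. In dermal fibroblasts they were *Col1a1*, *Col3a1*, *Col1a2*, *Eef1a1* and *Fn1*.

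**Figure D1:**
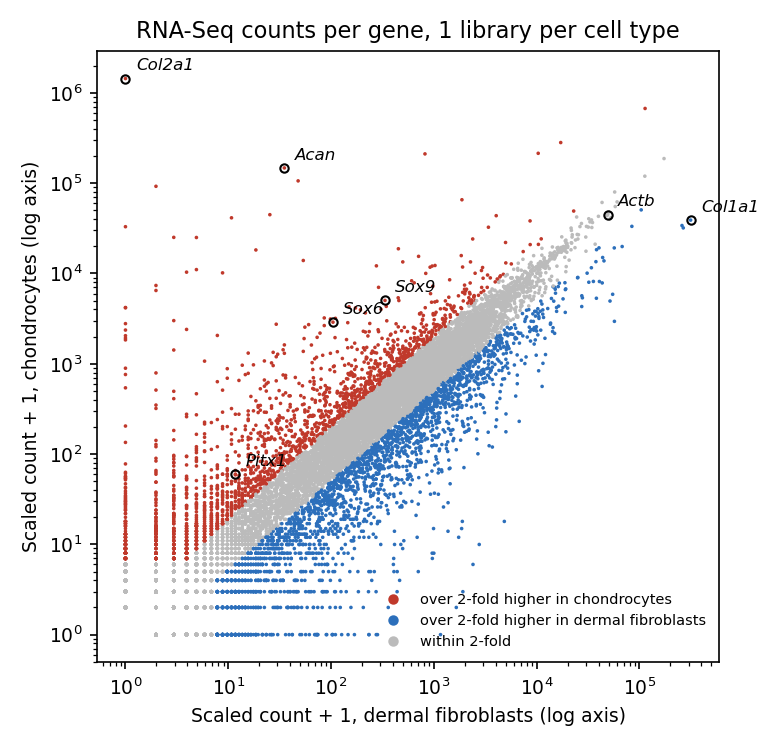
Scaled counts plus 1 of each gene with a count in at least 1 library, in dermal fibroblasts (horizontal log axis) and chondrocytes (vertical log axis). Each point is a gene in 1 library per cell type. The 1876 genes in red were over 2-fold higher in chondrocytes, the 2480 genes in blue were over 2-fold higher in dermal fibroblasts, and *Col2a1* lies at the upper left with 0 counts in dermal fibroblasts.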

We identified 1,868 genes that showed over 2-fold higher expression in chondrocytes compared with primary dermal fibroblasts (Figure 5A and Supplemental Table 6). There were 13 transcription factors whose binding motif was present in both E308(1–220) and E160(1–500) (Figure 5A).

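In the deposited counts, 12 of the 13 transcription factors were over 2-fold higher in chondrocytes, and for 9 of them the whole counting interval lay above 2-fold. Counts in chondrocytes were under 100 for 7 of the 13. *Dlx5* had 93 counts in chondrocytes and 3 in dermal fibroblasts and was at least 31.7-fold higher with respect to the floor, with an interval from 10.5 to 156. *Sox6* followed at 27.9-fold (2897 counts against 106, interval 23.0 to 34.2), *Tfcp2l1* at 14.6-fold (143 against 10, interval 7.72 to 31.1) and *Plagl1* at 10.1-fold (24196 against 2446, interval 9.70 to 10.5). *Myb* was 6.13-fold higher with 36 counts against 6. *Myod1* was 4.80-fold higher (2328 against 496, interval 4.35 to 5.30), and *Atf3* was 2.84-fold higher (1102 against 397, interval 2.53 to 3.19). The intervals of *Dlx2* (2.95-fold, interval 1.98 to 4.49), *Myog* (2.09-fold, interval 1.97 to 2.21) and *Gata4* (5.11-fold against the floor, 15 counts against 3, interval 1.45 to 27.5) reached below 2-fold. *Rbpjl* had 12 counts against 0 and was at least 4.09-fold higher. *Tcfl5* had 89 counts in chondrocytes and 86 in dermal fibroblasts, a fold of 1.06 (interval 0.778 to 1.44). Its annotated span on chromosome 2 (180621956 to 180642691 in GRCm38) shares 237 bp with that of *Col9a3* on the opposite strand, and the paper's text does not state whether the counting used the strand. With total counts in place of the authors' factors, *Myog* fell to 1.91-fold and 11 factors were over 2-fold. With a floor of 10 counts, *Gata4* and *Rbpjl* were at least 1.53-fold and at least 1.23-fold higher, bounds that do not reach 2-fold, and 10 factors were over 2-fold. From the overlap of the motifs in both enhancers with the genes higher in chondrocytes, the paper selects these factors as candidates.

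**Figure D2:**
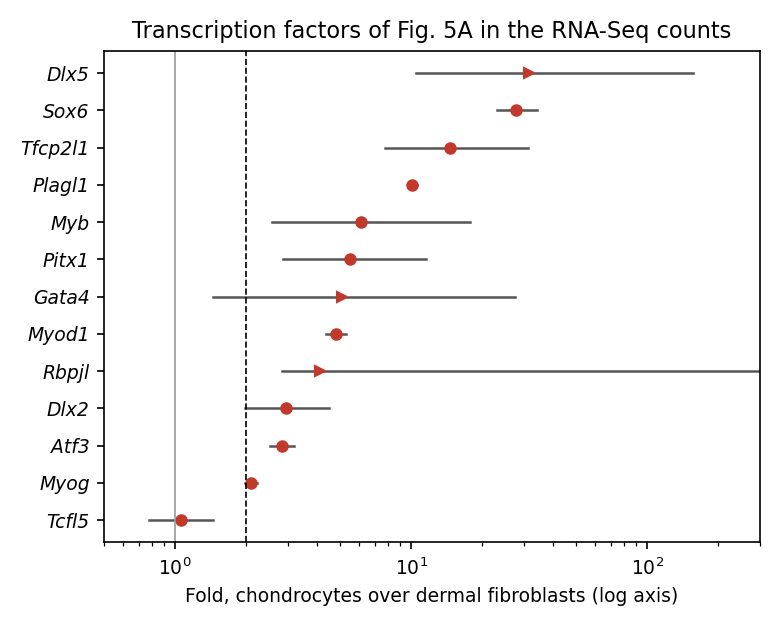
Fold of each of the 13 transcription factors in chondrocytes over dermal fibroblasts (horizontal log axis), 1 library per cell type. Points are folds, triangles are folds against the floor of 3 counts, bars are 95% counting intervals (that of *Rbpjl* runs off the axis), the dashed line is 2-fold and the solid line is 1. Only *Tcfl5*, at 1.06, lies left of the dashed line.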

Among these genes, we decided to focus on paired like homeodomain 1 (Pitx1), because this transcription factor is known to regulate chondrogenesis and limb development (34, 35) and *PITX1* mutations in humans cause lower limb malformation (36). However, the precise role of Pitx1 during chondrogenesis is not still defined. 

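*Pitx1* lies on chromosome 13 of GRCm38 from 55825044 to 55836190. It had 59 counts in the chondrocyte library and 11 counts in the dermal fibroblast library, which is 3.14 and 0.626 CPM (counts scaled to the total of each library). The scaled counts gave a 5.48-fold difference, with a counting interval from 2.85 to 11.6. The fold stayed between 5.01 (total counts) and 6.00 (*Actb*) under each scaling tried. The gene had few reads in each library. The difference was larger than the counting error. With 1 library per cell type, it was not set against the variation between animals or cultures.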

ChIP-qPCR analysis using an antibody against Pitx1 demonstrated that Pitx1 interacted with E160 and E308 (Figure 5B). Moreover, Pitx1 promoted the luciferase activity of E160-Luc and E308-Luc (Figure 5C), and overexpression of Pitx1 increased Sox9 expression in limb bud mesenchymal cells (Figure 5D).

We identified 2 predicted binding motifs of Pitx1 in E160 (P1 and P2 in Supplemental Figure 6A) and 1 motif of Pitx1 in E308 (P3 in Supplemental Figure 7A) in the JASPAR database. Pull-down assays using biotinylated DNA demonstrated that Pitx1 directly bound to P1 and P3. This association was abolished by an excess of an unlabeled competitive probe (Supplemental Figure 6B and Supplemental Figure 7B). Moreover, while Pitx1 promoted the luciferase activity of E160-Luc and E308-Luc (Figure 5C), mutation of the P1 and P3 Pitx1 binding motif abrogated Pitx1-dependent upregulation of E160-Luc and E308-Luc (Supplemental Figure 6D and Supplemental Figure 7C). In contrast, Pitx1 failed to interact with the P2 motif, and mutation of the P2 motif did not alter the upregulation of E160-Luc induced by Pitx1 (Supplemental Figure 6, C and E). These data indicate that Pitx directly binds to E308 and E160 and promotes Sox9 expression.

We next compared the expression pattern of Sox9 and Pitx1 using a single-cell RNA-Seq data set of the E11.5 limb bud (National Center for Biotechnology Gene Expression Omnibus GSE142425) (37). Within this data set, we identified *Sox9*^+^*Col2a1*^+^*Col1a1*^–^ chondrocytes (cluster 0, 1), *Sox9*^+^*Col2a1*^+^*Col1a1*^+^ osteo-chondroprogenitor cells (38) (cluster 3, 4), *Cdh5*^+^ endothelial cells (cluster 2), and *Krt14*^+^ keratinocytes (cluster 5, 6) (Supplemental Figure 8, A and B). Pitx1 was expressed in chondrocytes and osteo-chondroprogenitor cells, which express Sox9, while other candidate transcription factors were not detected in these cell clusters (Supplemental Figure 8C). Of note, the expression pattern of Pitx1 overlapped with that of Sox9 (Supplemental Figure 8D). These data collectively suggest that Pitx1 regulates Sox9 expression through E308 and E160 in chondrocytes and progenitors.

### In vivo relevance of E308 and E160 in Sox9 expression and skeletal development.

To determine the relevance of E308 and E160 in *Sox9* gene regulation and skeletal development in vivo, we generated mice that lacked the enhancer regions using CRISPR/Cas9-based genome editing (Supplemental Figures 9 and 10). However, homozygous deletion of E160 (E160^Δ/Δ^) or of E308 (E308^Δ/Δ^) alone did not cause an obvious skeletal phenotype as assessed by skeletal preparation and histological analysis of the tibia (Supplemental Figure 9, C–E, and Supplemental Figure 10, C–E). In addition, expression levels of *Sox9*, *Col2a1*, *Sox5*, and *Sox6* in forelimbs of E15 embryos were similar to wild-type mice in both mutants (Supplemental Figure 9F and Supplemental Figure 10F). Both E160^Δ/Δ^ and E308^Δ/Δ^ mice grew normally and were fertile.

Enhancers are known to show redundancy in the regulation of complex spatiotemporal gene expression (39), and our reporter assays demonstrated that E160 and E308 showed synergistic activity (Figure 4C). Therefore, we hypothesized that simultaneous deletion of E160 and E308 might affect Sox9 expression and skeletal development in vivo. We thus devised a 2-step genome-editing approach to generate mice with a double deletion of E160 and E308 because E160 and E308 are located relatively close together on the same chromosome (Figure 6A). We confirmed the simultaneous deletion of E160 and E308 by genomic PCR (Figure 6, B and C). These double-deletion mice (E160^Δ/Δ^ E308^Δ/Δ^) showed a dwarf phenotype with a smaller rib cage (Figure 6D). Histological analysis demonstrated impaired growth of the tibia (Figure 6E). In addition, the area of *Col2a1*-positive chondrocytes was substantially smaller than that of wild-type mice (Figure 6F). Moreover, mRNA isolated from the forelimbs of E15.0 E160^Δ/Δ^ E308^Δ/Δ^ embryos showed a significant reduction of *Sox9*, *Col2a1*, and *Sox5* expression compared with that of wild-type mice (Figure 6G). These data indicated that E160 and E308 play important roles in skeletal development by regulating Sox9 expression.

We next tested whether chondrocyte differentiation was impaired in E160^Δ/Δ^ E308^Δ/Δ^ mice. We therefore isolated limb bud mesenchymal cells from wild-type and E160^Δ/Δ^ E308^Δ/Δ^ E12.5 embryos and investigated bone morphogenetic protein 2–dependent (BMP2-dependent) chondrocyte differentiation (Figure 7A). We observed that BMP2-dependent *Sox9* induction was not observed in limb bud mesenchymal cells isolated from E160^Δ/Δ^ E308^Δ/Δ^ mice (Figure 7B). In addition, there was a striking reduction of *Col2a1* expression in E160^Δ/Δ^ E308^Δ/Δ^. Overexpression of Pitx1 failed to promote Sox9 expression in primary limb bud cells isolated from E160^Δ/Δ^ E308^Δ/Δ^ embryos (Supplemental Figure 11). These data suggest that the dwarf phenotype of the double-deletion mice is caused at least in part by a decrease of *Sox9* gene expression and impaired chondrogenesis (Figure 7B).

### Chromatin reorganization in double-deletion mice.

Although the double-deletion mice showed impaired chondrogenesis (Figure 7B), the expression level of *Sox9* was reduced to only about 60% compared with wild-type mice, and the observed skeletal phenotype was relatively mild (Figure 6). Therefore, other enhancers are likely to compensate for the loss of E160 and E308 in E160^Δ/Δ^ E308^Δ/Δ^ mice. To test this hypothesis, we isolated primary chondrocytes from WT and E160^Δ/Δ^ E308^Δ/Δ^ mice and performed ATAC-Seq and ChIP-Seq (Figure 8A). We verified that E160 and E308 were active in wild-type mice but not detectable in the genome of E160^Δ/Δ^ E308^Δ/Δ^ mice (Figure 8B). Of note, we identified peaks at several genomic regions (–943 kb, –820 kb, –338 kb, –171 kb, and –43 kb) in E160^Δ/Δ^ E308^Δ/Δ^ mice that were stronger than those of wild-type mice (Figure 8C). These data suggest that the chromatin structure of this region might be reorganized to partially compensate for the loss of E160 and E308 enhancers in double-deletion mice, which helps to maintain a certain level of Sox9 expression in chondrocytes.

## Discussion

In this study, we identified 2 enhancers important for Sox9 expression in chondrocytes, located 160 kb and 308 kb upstream of the *Sox9* TSS. Simultaneous deletion of these enhancers in mice caused a decrease in Sox9 gene expression in chondrocytes and impaired skeletal development. Our findings provide insights into the mechanism of Sox9 gene regulation in chondrocytes and contribute to a better understanding of the molecular pathogenesis underlying CD.

CD is caused not only by loss-of-function mutations in the *SOX9* coding region but also by translocations and deletions in the noncoding region around the *SOX9* gene (22). The clinical phenotype depends on the location of the mutated genomic region. Mutation in a proximal breakpoint cluster (–375~–50 kb) is associated with the most severe skeletal phenotype, while mutations in a distal breakpoint cluster (–932 kb to –350 kb) show mild skeletal symptoms or no limb curvature (22). It should be noted that the regions homologous to E308 and E160 in the human genome lie –322 kb and –144 kb upstream of the SOX9 TSS, respectively, and both are located within the proximal breakpoint cluster. Moreover, SOX9 promoter-anchored Capture-C assays (31) revealed that these regions contact SOX9 promoter in human cranial neural crest cells (Supplemental Figure 5). Although physical interaction between E160, E308, and *Sox9* promoter was not examined in chondrocytes, these data imply that the decreased expression of *Sox9* in double-deletion mice is partially caused by the loss of long-range contacts between E160, E308, and *Sox9* promoter and that these enhancers might be relevant to the abnormal skeletal development observed in CD. To support this notion, mutations in the far-upstream enhancers, which contact the SOX9 promoter, perturb SOX9 expression during craniofacial development and cause Pierre Robin sequence (31). There are multiple SNPs in genomic regions that correspond to E160 and E308 in humans (E160: rs27023009, rs27023010, rs27023011, rs27023012, rs27023013, rs27023014, E308: rs27002140, rs27002141 rs27002141). It will therefore be interesting to examine the association between these SNPs and skeletal disorders.

Conventional methods to identify enhancers include conservation analysis, in vitro reporter assays, and generating and analyzing LacZ-reporter mice. These methods have been widely used, e.g., for the identification and characterization of *Sox9*, *Col2a1*, and *Acan* enhancers (40–42). However, the fact that multiple *Sox9* enhancers are located in a gene desert spread over a 1.5 Mb genomic region (22, 43) makes it challenging to identify all relevant enhancers that regulate Sox9 gene expression in a cell type–specific context via these methods. Therefore, we used an alternative approach based on ATAC-Seq analysis to investigate open chromatin regions, combined with ChIP-Seq for active enhancer marks (H3K27ac, H3K4me2). Focusing on the 1.5 Mb genomic region upstream of the Sox9 TSS, we identified 2 enhancers that are important for Sox9 expression in chondrocytes. We further demonstrated the importance of these enhancers in skeletal development using genome editing (Figures 6 and 7). Although we focused on Sox9 in this study, the same experimental approach can be applied to other chondrocyte-specific genes, such as *Ihh* and *Acan*. Indeed, we have identified over 5,000 chondrocyte-specific enhancers by unbiased genome-wide analysis (Figure 1D). Further studies of these enhancers would deepen our understanding of the molecular mechanisms underlying chondrocyte differentiation.

Transcription factor binding motif analyses of our ATAC-Seq and ChIP-Seq data also enable the identification of transcription factors, whose binding motifs are enriched in chondrocyte enhancers. This approach has been successfully applied in the past. For example, Waki et al. extracted and analyzed adipocyte-specific enhancer regions using a motif database and found Nf1 as a transcription factor that regulates adipocyte differentiation (44). Here, we used a combination of motif analysis and RNA-Seq to identify several transcription factors that might regulate E160 and E308, the 2 chondrocyte-specific enhancers we identified (Figure 5). We focused on Pitx1, a transcription factor, which plays important roles in limb development by regulating chondrogenesis (34, 35). Moreover, in humans, dominant negative mutations of *PITX1* cause lower limb malformations (36). Combined with our finding that PITX binds to and activates E160 and E308 in cell-based assays, these data support the notion that the Pitx1/Sox9 axis plays important roles in chondrocyte differentiation during skeletal development. Interestingly, it has been reported that Pitx1 promotes Sox9 expression during early astrocyte differentiation through a unique Pitx1 binding motif located –200 bp upstream of the Sox9 TSS (45). This suggests that Pitx1 regulates tissue-specific Sox9 expression through different enhancers. In addition to Pitx1, our motif analysis also indicates that Sox6 binds to E160 and E308. Interestingly, Yao et al. reported that Sox9 binds to its own enhancers, dependent on Sox5 and Sox6 (25). While we do not detect a Sox9 binding motif in our computational motif analysis, it will be interesting to examine whether Sox9 can activate E160 and E308, perhaps in conjunction with Sox6. Our genome-wide next-generation sequencing data sets will also be a valuable resource to search for additional transcription factors that regulate chondrocyte differentiation.

We generated mice that carry a simultaneous deletion of E160 and E308 and show that these enhancers are important in skeletal development. Although we observed no significant changes in Sox9 expression upon deletion of either E160 or E308 alone, mice carrying the double deletion show decreased *Sox9* gene expression in chondrocytes and a dwarf phenotype. Moreover, we identified ATAC-Seq peaks at several genomic regions in double-deletion mice that are stronger than those of WT mice (Figure 8). These data suggest redundancy of the 2 enhancers for Sox9 in chondrocytes, and similar redundancies have been reported for other genes, including *Ihh* (46), *Shh* (47), and *Hox* (39). These reports and our findings indicate that enhancer redundancy is the fundamental backup system and necessary to prevent the misregulation of important developmental regulators upon disruptions of single enhancers.

In an earlier study, Yao et al. used conservation analysis to identify 3 Sox9 enhancers located –250 kb, –195 kb, and –84 kb from the TSS that are important during chondrocyte differentiation. In this case, the 3 enhancers played different, nonredundant roles: –250 kb acted during mesenchymal cell aggregation, –195 kb specifically in proliferating chondrocytes, and –84 kb in all differentiation stages of chondrocytes (25). Interestingly, the enhancer activity of E160 is equivalent in primary and second passage chondrocytes, while E308 showed higher activity in primary chondrocytes compared with second passage chondrocytes (Figure 3C). These data suggest that E308 functions to regulate Sox9 expression in early and mature chondrocytes, while E160 plays a role in early chondrogenesis. In addition, limb bud mesenchymal cells derived from mice lacking E160 and E308 showed a defect in BMP2-induced chondrocyte differentiation (Figure 7), implying that E160 and E308 might be BMP2-responsive enhancers in early chondrocytes. Future studies should clarify the timing of E160 and E308 function and the regulatory mechanism of their activation.

In conclusion, we uncover a mechanism of Sox9 gene regulation during skeletal development. Our findings increase our understanding of the molecular mechanisms of endochondral bone formation, which might be relevant for the pathogenesis of inherited skeletal disorders, such as CD.

## Methods

### Sex as a biological variable.

Sex was not considered as a biological variable because male and female mice showed similar results in skeletal development at embryonic stage.

### Cell culture and reagents.

The mouse fibroblast-like cell line C3H10T1/2 (RCB0247), mouse teratocarcinoma cell line ATDC5 (RCB0565), mouse myoblast cell line C2C12 (RCB0987), and human cell line HEK293 (RCS1637) were provided by the RIKEN BRC through the National BioResource Project of the MEXT/AMED, Japan. Mouse macrophage cell line Raw264.7 was purchased from ATCC. These cells were cultured at 37°C in a humidified 5% CO_2_ incubator with DMEM (MilliporeSigma) containing 10% fetal bovine serum (FBS) and a 1:1 mixture of DMEM and Ham’s F12 medium (MilliporeSigma) containing 10% FBS. ITS (Roche) was used to induce chondrocyte differentiation in ATDC5 cells.

Primary chondrocytes were isolated in accordance with a protocol described by Gartland et al. (48). Briefly, rib cartilage was dissected from newborn mice and initially digested with 2.5 mg/mL Collagenase Type 2 (Worthington Biochemical Corporation) for 1 hour at 37°C to remove soft tissues. After washing ribs with PBS, ribs were incubated with 2.5 mg/mL Collagenase Type 2 for an extra 6 hours at 37°C to isolate chondrocytes. Primary chondrocytes were collected by centrifugation at 20°C, for 5 minutes, at 500*g*, and resuspended with DMEM containing 10% FBS and antibiotics. Cells within 2 passages were used for experiments as primary chondrocytes.

Primary dermal fibroblasts were isolated from the dorsal skin of newborn mice. Briefly, dorsal skin was surgically collected using scissors and digested with 0.5 mg/mL collagenase (WAKO) at 4°C for 48 hours. After removing the dermis, the skin was dispersed into single-cell suspension by mechanical pipetting. Cells were collected by centrifugation at 20°C, for 5 minutes, at 500*g*, and resuspended with DMEM containing 10% FBS.

### RT-qPCR.

Cells were washed with cold PBS, and total RNA was isolated using a NucleoSpin RNA Plus kit (TAKARA). cDNA was synthesized using ReverTra Ace qPCR RT Master Mix (TOYOBO). cDNA was amplified with EagleTaq Universal Master Mix (ROX) using a StepOnePlus Real-Time PCR System (Applied Biosystems). Primers and TaqMan probes used for cDNA amplification are listed in Supplemental Table 1. The mRNA expression was normalized to β-actin expression levels.

### ATAC-Seq.

Fragmentation and amplification of ATAC-Seq libraries were constructed according to Buenrostro et al. (49). Primary chondrocytes were collected and resuspended in cold PBS. Approximately 50,000 cells were lysed using lysis buffer (10 mM Tris-HCl at pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630), and a transposition reaction was performed with the Tn5 Transposase (Illumina catalog FC121-1030) at 37°C for 30 minutes. The reaction liquid was purified with NucleoSpin Gel and PCR Clean-up (MACHEREY-NAGEL). A total of 5 cycles of PCR with PCR primers (Ad1_noMX: 5′-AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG-3′ and Ad2.1_TAAGGCGA: 5′-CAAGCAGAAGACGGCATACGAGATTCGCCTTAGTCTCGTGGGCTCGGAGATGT-3′) were conducted using 1× NEBNext PCR Master Mix (New England Biolabs). An additional number of PCR cycles was determined by qPCR of the partly amplified products. The PCR products were purified with NucleoSpin Gel and the PCR Clean-up kit according to the manufacturer’s protocol. Paired-end sequencing (100 bp) was performed on the HiSeq sequencer (Illumina). Quality control and preprocessing of ATAC-Seq reads were performed using fastp (50). ATAC-Seq reads were mapped to the mm9 reference sequence using Bowtie2 (ver. 2.4.4) (51), and duplicate reads were removed with Picard (ver. 2.26.9, https://broadinstitute.github.io/picard/). ATAC-Seq peaks were detected using MACS2 (ver.2.2.4) (52) with the default setting (*q* value, 0.05) and visualized with IGV (ver.2.13.0). Two biological replicates were analyzed for ATAC-Seq.

### ChIP and ChIP-Seq.

Primary chondrocytes and primary dermal fibroblasts were cross-linked with 1% methanol-free formaldehyde for 5 minutes. Cross-linking was quenched with 1 M glycine for 5 minutes, and cells were washed 3 times with cold PBS. Cells were then lysed with lysis buffer, and cross-linked chromatin was sonicated with Covaris M220. Sonicated chromatin was immunoprecipitated with anti-H3K27ac antibody (D5E4, Cell Signaling Technology), H3K4me2 (C64G9, Cell Signaling Technology), Pitx1 (sc-271435X, Santa Cruz Biotechnology), and Normal Rabbit IgG (2729, Cell Signaling Technology) at 4°C overnight. ChIP samples were washed, eluted with elution buffer for 65°C 30 minutes, and reverse cross-linked at 65°C overnight. DNA was purified using DNA Purification Buffers and Spin Columns (Cell Signaling Technology). Quantitative analysis of ChIP assays was performed by real-time PCR using specific primer pairs listed in Supplemental Table 2. For ChIP-Seq, sequencing libraries were prepared using TruSeq ChIP Sample Prep Kit (Illumina) according to the manufacturer’s protocol. Paired-end sequencing (100 bp) was performed on the HiSeq sequencer (Illumina). Two biological replicates were analyzed for H3K27ac ChIP-Seq.

Quality control and preprocessing of ChIP-Seq reads were performed using fastp (50). ChIP-Seq reads were mapped to the mm9 reference sequence using Bowtie2 (ver. 2.4.4) (51). Genomic ChIP-Seq peaks were detected using MACS2 (ver.2.2.4) (53) with the default setting (*q* value, 0.05), and input reads were used as control. ChIP-Seq tracks were visualized with IGV (ver.2.13.0) with input reads as control.

### Data analysis of ATAC-Seq and ChIP-Seq.

The ATAC-Seq and ChIP-Seq data sets of Sertoli cells (GSE99320) (29) were obtained from the Gene Expression Omnibus (GEO) database. Peak distribution and annotation analysis of ATAC-Seq peaks and ChIP-Seq peaks were performed using CEAS (Cis-regulatory Element Annotation System, ver. 1.0.2) (54) and GREAT (Genomic Regions Enrichment of Annotations Tool, ver. 4.0.4) (55). Chondrocyte-specific ATAC-Seq and ChIP-Seq peaks were extracted using BEDtools (ver. 2.31.0) (56), and enriched terms of Gene Ontology were obtained using GREAT. The enrichment ratio of ATAC-Seq and ChIP-Seq peaks in genomic TSSs and known enhancer regions were analyzed and visualized using ngs.plot (ver. 2.08) (57).

### Western blotting.

Cells were rinsed twice with PBS and solubilized in lysis buffer [20 mM HEPES at pH 7.4, 150 mM NaCl, 1 mM EGTA, 1.5 mM MgCl_2_, 10% glycerol, 1% Triton X-100, 10 μg/mL aprotinin, 10 μg/mL leupeptin, 1 mM 4-(2-aminoethyl) benzenesulfonyl fluoride hydrochloride, and 0.2 mM sodium orthovanadate]. The lysates were centrifuged at 4°C for 10 minutes at 15,000*g* and then boiled in sodium dodecyl sulfate (SDS) sample buffer containing 0.5 M β-mercaptoethanol for 5 minutes. The supernatant was separated by SDS-polyacrylamide gel electrophoresis, transferred to a nitrocellulose membrane, immunoblotted with a primary antibody, and then visualized with horseradish peroxidase–coupled anti-mouse or -rabbit IgG using an enhanced chemiluminescence detection kit (Immunostar LD; WAKO). Primary antibodies against Sox9 (AB5535, MilliporeSigma) and β-actin (M177-3 MBL) were used in this study.

### Reporter assay.

The *Sox9* minimal promoter region (–100 to +10) was amplified from the mouse genome by PCR and subcloned into pGL4.1[luc2] vector (Promega). The Sox9 enhancers and sequential deletions were introduced upstream of the Sox9 minimal promoter. Deletion of Pitx1 binding sites in the Sox9 enhancers was performed with inverse PCR using KOD-Plis-Mutagenesis kit (TOYOBO). Reporter genes were cotransfected with the expression vectors and Renilla into cells using the X-treme Gene9 DNA Transfection Reagent (MilliporeSigma). After 48 hours of transfection, the cells were lysed, and luciferase activity was measured using specific substrates in a luminometer (Promega) in accordance with the manufacturer’s protocol. Luciferase activity was normalized to Renilla.

### Biotinylated DNA pull-down assay.

HEK293 cells transfected with Flag-Pitx1 were lysed in RIPA lysis buffer and the lysates preincubated with Dynabeads M-280 streptavidin beads (Thermo Fisher Scientific). The lysates were then incubated with biotinylated double-stranded oligonucleotides containing the Pitx1 binding motifs in E160 (P1: 5′-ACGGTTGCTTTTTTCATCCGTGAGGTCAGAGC-3′, P2: 5′-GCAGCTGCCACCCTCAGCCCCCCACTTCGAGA-3′) and E308 (P3: 5′-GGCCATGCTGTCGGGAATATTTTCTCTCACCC-3′) with 5 μg of poly(dI-dC) for 3 hours at 4°C. DNA-bound proteins were collected with Dynabeads M-280 streptavidin beads, then washed 3 times with lysis buffer. 

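The 3 oligonucleotides were matched to the NCBIM37 (mm9) genome, the build of the coordinates the paper gives for E160 and E308. Each matched chromosome 11 once, on the plus strand. P1 lies from 112482324 to 112482355, which is bases 135 to 166 of E160 counted from the first base of the region. In the genome it is preceded by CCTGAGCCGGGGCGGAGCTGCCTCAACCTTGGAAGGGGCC and followed by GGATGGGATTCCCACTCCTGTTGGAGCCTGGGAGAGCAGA. P2 lies from 112482596 to 112482627, bases 407 to 438 of E160, between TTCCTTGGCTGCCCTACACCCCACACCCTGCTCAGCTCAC and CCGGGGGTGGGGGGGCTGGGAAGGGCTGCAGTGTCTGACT. P3 lies from 112334648 to 112334679, bases 285 to 316 of E308, between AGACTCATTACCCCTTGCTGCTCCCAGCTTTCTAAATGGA and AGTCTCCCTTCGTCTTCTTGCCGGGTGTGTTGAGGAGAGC. Positions in E308 are counted from the first base of the whole region. The paper's E308 reporter constructs used a partial region, and its text does not give where that part begins. The position of P3 is therefore not one in the numbering of those constructs. None of the 3 oligonucleotides overlaps a gene of the GENCODE vM1 annotation, so they are intergenic there. The first annotated base of *Sox9* (112643538 to 112649074, plus strand) is 161183 bp from P1, 160911 bp from P2 and 308859 bp from P3. The long noncoding RNA gene *BC006965* (112525241 to 112643290, minus strand) lies between E160 and *Sox9*.

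**Figure D3:**
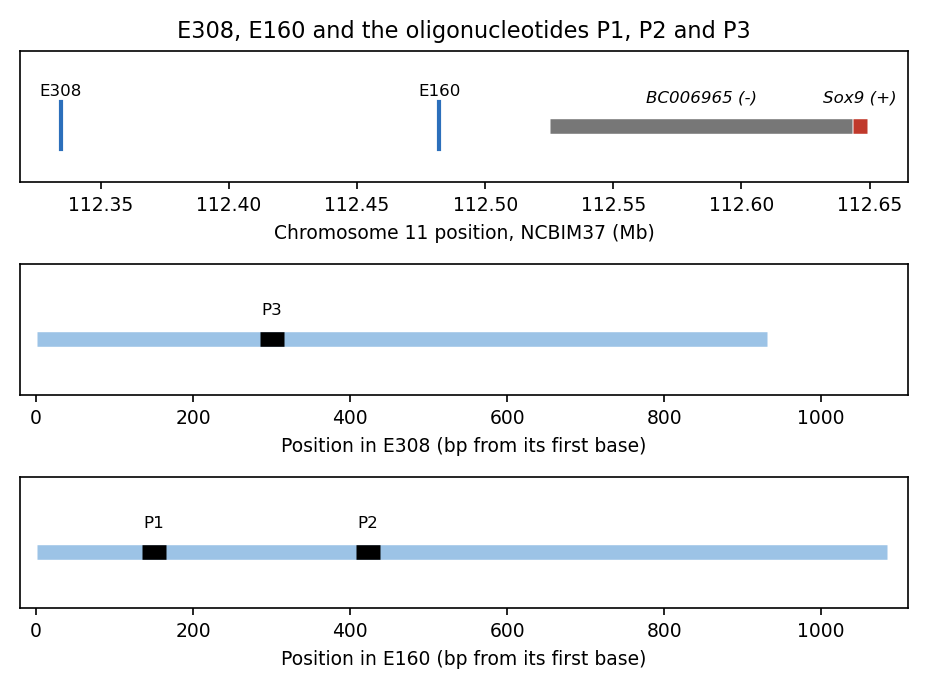
Map of chromosome 11 of NCBIM37 (upper panel, position in Mb) with E308, E160 and the annotated genes *BC006965* and *Sox9*, and of P3 in E308 and P1 and P2 in E160 (lower panels, bp from the first base of each region). P1 begins at base 135 and P2 at base 407 of E160, and P3 begins at base 285 of E308. The E308 numbering is that of the whole region and not of the partial region in the paper's constructs.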

Samples were boiled with 2× Laemmli buffer at 95°C for 5 minutes to elute DNA-bound proteins, separated on an SDS-polyacrylamide gel, and identified by Western blotting.

### Alcian blue staining.

Cells were washed with PBS and fixed with 3.7% formaldehyde in PBS for 10 minutes at room temperature. Then the cells were stained with 1% Alcian blue in 5% acetic acid for 10 minutes.

### RNA-Seq.

Total RNA was extracted as described above. Total RNA libraries were prepared using the TruSeq Stranded mRNA Library Prep kit (Illumina) in accordance with the manufacturer’s protocol. Sequencing was performed on an Illumina HiSeq 2500 platform in 75 bp single-end mode. Illumina Casava 1.8.2 software was used for base-calling. Sequenced reads were mapped to the mouse reference genome sequence (mm10) using TopHat v2.0.13 in combination with Bowtie2 (v2.2.3) and SAMtools (v0.1.19). Differentially expressed genes were identified using the following thresholds: FDR < 0.05 and minimum fold-change > 2.

### Generation of adenovirus.

Adenovirus cDNAs of Flag-tagged mouse Pitx1 were amplified using Pfu DNA polymerase and subcloned into pAXCAwt vectors (TAKARA). Recombinant adenoviruses were generated using the COS-TPC method by transfection of a recombinant cosmid and the DNA-TPC adenovirus genome into HEK293 cells (58). C3H10T1/2 cells, ATDC5 cells, primary chondrocytes, and primary limb bud cells were infected with adenoviruses at a multiplicity of infection of 20 unless indicated otherwise.

### Mice.

We generated single Sox9 enhancer deletion mice referred to as E160^Δ/Δ^ or E308^Δ/Δ^ according to the Technique for Animal Knockout system by Electroporation (TAKE) method (59) based on the CRISPR/Cas9 genome-editing system. Single-guide RNAs (sgRNAs), which flank the enhancer region, were designed using CRISPRdirect (https://crispr.dbcls.jp/) (60). Sequences of sgRNAs used for genome editing are listed in Supplemental Table 3. Mouse pronuclear-stage embryos were collected from C57BL/6J mice, and we introduced the gRNAs and 500 ng/mL Cas9 Nuclease (IDT) by electroporation using a super electroporator NEPA 21 (NEPA GENE Co. Ltd). All embryos were cultured overnight in KSOM mouse embryo medium, and the 2-cell–stage embryos were transferred to the oviducts of pseudopregnant females. We analyzed enhancer deletion by genomic PCR using specific primer pairs listed in Supplemental Table 4.

Because E160 and E308 are both located on Chr11, we performed 2-step genome editing using the TAKE method in order to generate the double enhancer deletion mice. Briefly, we first collected pronuclear-stage embryos of homozygous single E160 enhancer deletion mice (E160^Δ/Δ^ E308^WT/WT^) using an in vitro fertilization technique. Then sgRNAs for E308 and Cas9 Nuclease were injected into embryos, and these were transferred into oviducts of pseudopregnant females to generate E160^Δ/Δ^ E308^Δ/Δ^ mice. We crossed E160^Δ/Δ^ E308^Δ/Δ^ mice with wild-type mice to verify germline transmission and generate heterozygous E160/E308 deletion mice (E160^WT/Δ^ E308^WT/Δ^). For phenotypic analysis, we intercrossed heterozygous E160/E308 deletion mice to obtain wild-type and double-deletion mice (E160^Δ/Δ^ E308^Δ/Δ^). Mice were used regardless of the sex.

### Skeletal preparation.

The skin of the mice was removed, and the mice was fixed in 95% ethanol overnight. Cartilage tissues were stained with 1.5% Alcian blue followed by staining of bone tissues with 0.02% alizarin red S. Skeletal samples were photographed under a stereoscopic microscope (Stemi 2000-C, ZEISS).

### In situ hybridization.

The protocol for in situ hybridization has been described in a previous report (61). Briefly, tissues harvested from WT and enhancer deletion mice were fixed with 4% paraformaldehyde and then embedded in paraffin. The tissue blocks were cut into 4 μm–thick sections. Digoxigenin (DIG)-11-UTP–labeled, single-stranded RNA probes were prepared using a DIG RNA labeling kit (Roche), in accordance with the manufacturer’s instructions. We used a 0.4 kb fragment of the mouse *Col2a1* cDNA and a 0.5 kb fragment of the mouse *Sox9* cDNA to generate antisense and sense probes. Signals were detected with an alkaline phosphatase-conjugated anti-DIG antibody (11093274910, Roche). All probes were provided by Noriyuki Tsumaki (Department of Tissue Biochemistry, Graduate School of Medicine and Frontier Biosciences, Osaka University, Suita, Osaka, Japan).

### Immunohistochemistry.

Samples were fixed with 4% buffered paraformaldehyde, embedded in paraffin, and cut into 6 μm–thick sections. Paraffin-embedded sections were deparaffinized and rehydrated, followed by H&E staining. For immunohistochemical analysis, antigen retrieval was performed by incubation in DAKO REAL target retrieval solution for 10 minutes at 90°C, followed by blocking with 1% BSA in PBS. Immunohistochemistry was performed using the anti-Sox9 (AB5535, MilliporeSigma) antibody at 1:200 (vol/vol) dilution. Immunoreactivity was visualized with Alexa Fluor 555 dye–conjugated anti-rabbit IgG (A-21428, Invitrogen), and counterstaining was performed using 4′,6-diamidino-2-phenylindole, in accordance with the manufacturer’s protocol.

### Isolation of mouse limb bud cells.

The anterior and posterior limb buds of E12.5 wild-type and double enhancer deletion embryos were harvested and digested with DMEM containing 0.1% collagenase type II. The cells were dissociated by pipetting and then centrifuged at 300*g* for 5 minutes at 20°C. The pellet was resuspended and cultured in DMEM with 10% FBS at 37°C in a humidified 5% CO_2_ incubator.

### Statistics.

Randomization and blinding were not performed in the animal studies. Sample sizes were estimated based on previous studies of endochondral bone formation (61, 62). Data were statistically analyzed by unpaired 2-tailed Student’s *t* test for comparison between 2 groups. For more than 2 groups, we used 1-way ANOVA or 2-way ANOVA followed by Tukey’s multiple comparisons test. We performed 2 or 3 independent experiments for in vitro experiments including RT-qPCR and Western blotting unless otherwise stated. At least 5 mice were used for the phenotypic analysis. *P* values of less than 0.05 were considered statistically significant.

### Study approval.

All animal experiments were approved by the Osaka University Institute Animal Experiment Committee and performed in accordance with the Animal Research: Reporting of In Vivo Experiments guidelines.

### Data availability.

ATAC-Seq, ChIP-Seq, and RNA-Seq data that support the findings of this study have been deposited in the National Center for Biotechnology GEO with the accession code GSE237889 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237889). All raw data values represented in graphs are available in the Supporting Data Values file.

## Author contributions

SIK and KH designed and performed all in vitro and in vivo experiments. SIK, KW, YT, TM, and KH performed molecular and biochemical experiments. HY, HT, and RY generated enhancer deletion mice. NU and RN discussed and assessed the data. KH and RN directed the project and interpreted the data. SIK, KH, KW, YT, TM, HY, HT, RY, NU, and RN participated in writing the paper.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental tables 1-5

Supplemental table 6

Supporting data values

## Figures and Tables

**Figure 1:**
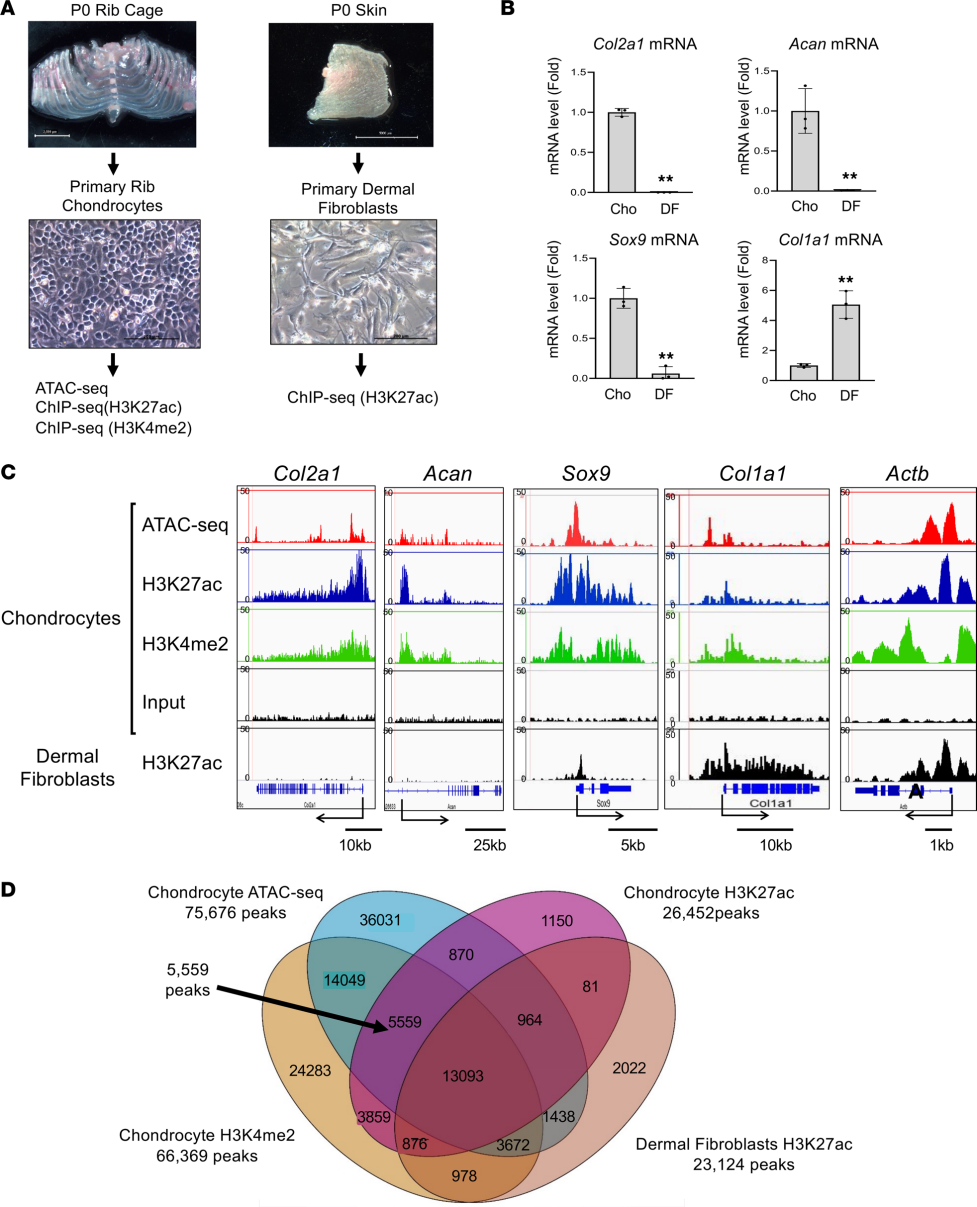
Genome-wide profiling of open chromatin regions and active enhancer in primary chondrocytes. (**A**) Strategy for the genome-wide analysis of primary rib chondrocytes isolated from newborn mice. Primary dermal fibroblasts are used as negative control in the ChIP-Seq analysis. H3K27ac, H3K27 acetylation; H3K4me2, H3K4 dimethylation. (**B**) Total RNA was isolated from primary chondrocytes and dermal fibroblasts and analyzed by RT-qPCR for *Sox9*, *Col2a1*, *Acan*, and *Col1a1*. Data are shown as the mean ± SD (*n* = 3, biologically independent samples). **P < 0.01 (vs. Cho); unpaired Student’s *t* test. Cho, chondrocytes; DF, dermal fibroblasts. (**C**) ATAC-Seq and ChIP-Seq profiles for H3K27ac and H3K4me2 in primary chondrocytes and dermal fibroblasts for *Col2a1*, *Acan*, *Sox9*, *Col1a1*, and *Actb*. (**D**) Venn diagrams showing the numbers and overlap of ATAC-Seq and ChIP-Seq peaks in primary chondrocytes and primary dermal fibroblasts.

**Figure 2:**
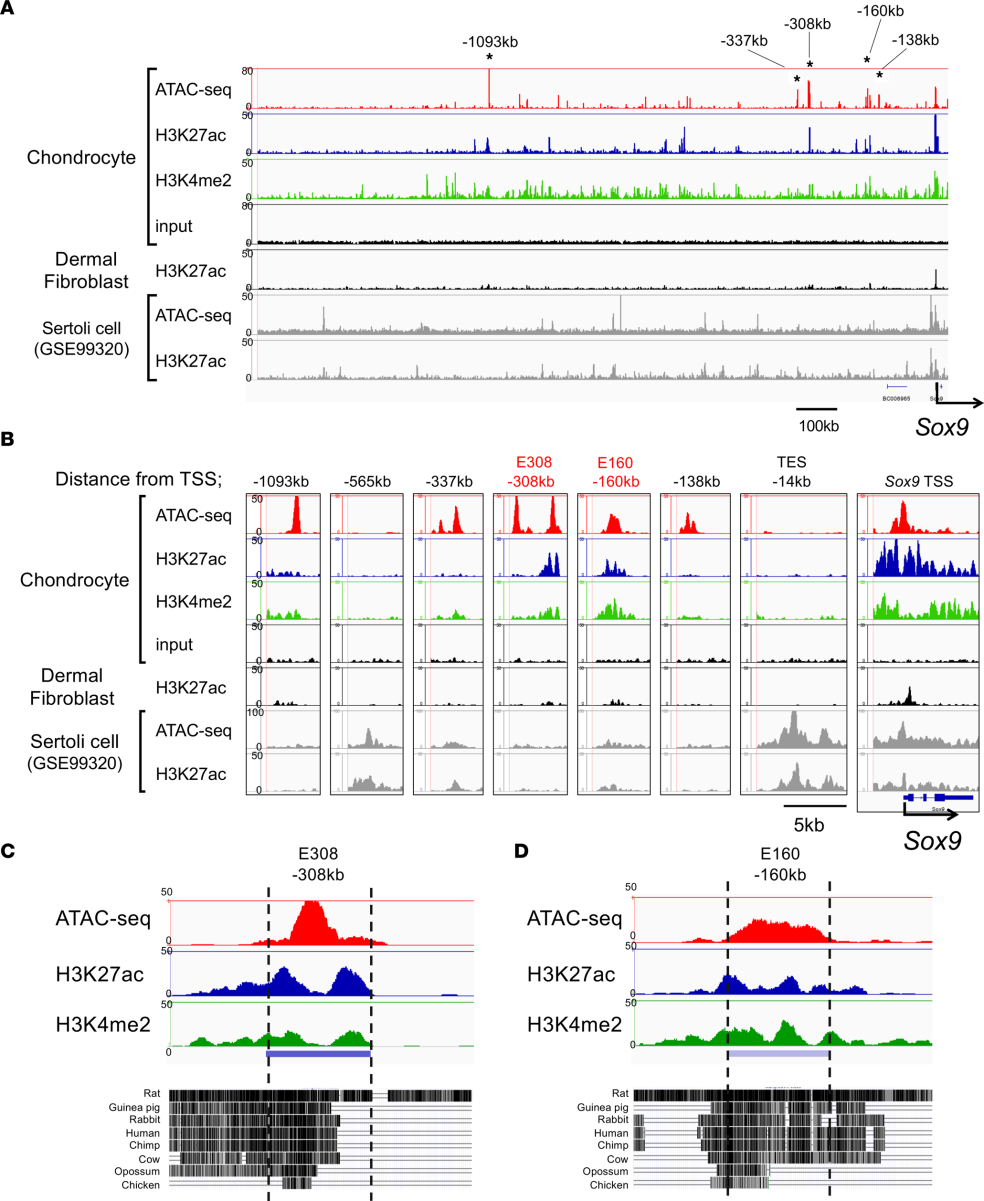
Identification Sox9 enhancers in primary chondrocytes. (**A**) ATAC-Seq and ChIP-Seq profiles of the genomic region 1.5 Mb upstream of mouse Sox9 in chondrocytes, dermal fibroblasts, and Sertoli cells (GSE99320). Asterisks indicate the candidate genomic regions for chondrocyte-specific Sox9 enhancers. (**B**) Profiles of 5 candidate genomic regions of Sox9 enhancer (–1,093 kb, –337 kb, –308 kb, –160 kb, and –138 kb). Previously identified Sox9 enhancers for testis (–565 kb and –14 kb) are also shown. (**C** and **D**) Sequence conservation of –308 kb (**C**) and –160 kb (**D**) in rat, guinea pig, rabbit, human, chimpanzee (Chimp), cow, opossum, and chicken.

**Figure 3:**
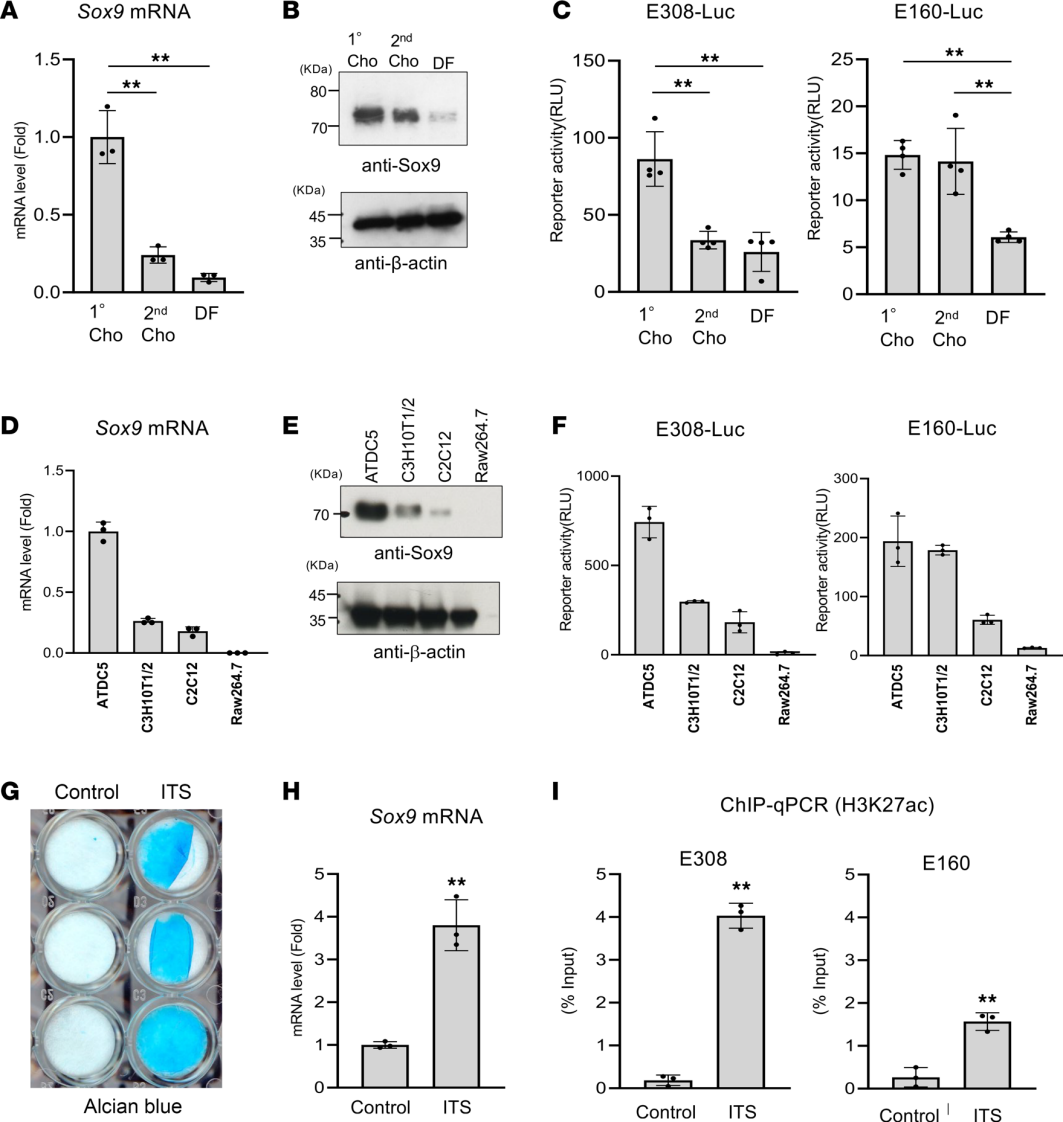
Correlation of identified enhancer activity with *Sox9* expression. (**A**) Comparison of *Sox9* mRNA levels in primary chondrocytes (1°Cho), 2nd passage chondrocytes (2nd Cho), and dermal fibroblasts (DF) using RT-qPCR. Data are shown as the mean ± SD (*n* = 3, biologically independent samples). **P < 0.01; 1-way ANOVA followed by Tukey’s multiple-comparison test. (**B**) Comparison of Sox9 protein between 1°Cho, 2nd Cho, and DF by Western blot. (**C**) Luciferase reporter plasmids that include the E160 or E308 enhancer and a Sox9 minimal promoter were transfected into 1°Cho, 2nd Cho, and DF cells. Luciferase activity was measured 48 hours after transfection. Data are shown as the mean ± SD (*n* = 4, biologically independent samples). **P < 0.01, 1-way ANOVA followed by Tukey’s multiple-comparison test. (**D**) Comparison of *Sox9* mRNA in different cell lines by RT-qPCR. Data are shown as the mean ± SD (*n* = 3, biologically independent samples). (**E**) Comparison of Sox9 protein in different cell lines by Western blot. (**F**) Luciferase reporter plasmids as in **C** were transfected into cell lines. Luciferase activity was measured 48 hours after transfection. Data are shown as the mean ± SD (*n* = 4, biologically independent samples). (**G**) Chondrocyte differentiation of ATDC5 cells. ATDC5 cells were cultured with or without insulin, transferrin, and selenium (ITS) for 21 days and then stained with Alcian blue. (**H**) Total RNA isolated from ATDC5 cells was analyzed by RT-qPCR for Sox9 gene expression. Data are shown as the mean ± SD (*n* = 3, biologically independent samples). **P < 0.01 (vs. Control). (**I**) ChIP-qPCR analysis of E308 and E160 in ATDC5 cells treated with or without ITS. Sonicated chromatin isolated from ATDC5 cells was immunoprecipitated with anti-H3K27ac antibody and quantified using specific primers for E308 and E160. Data are shown as the mean ± SD (*n* = 3, biologically independent samples). **P < 0.01 (vs. Control); unpaired Student’s *t* test.

**Figure 4:**
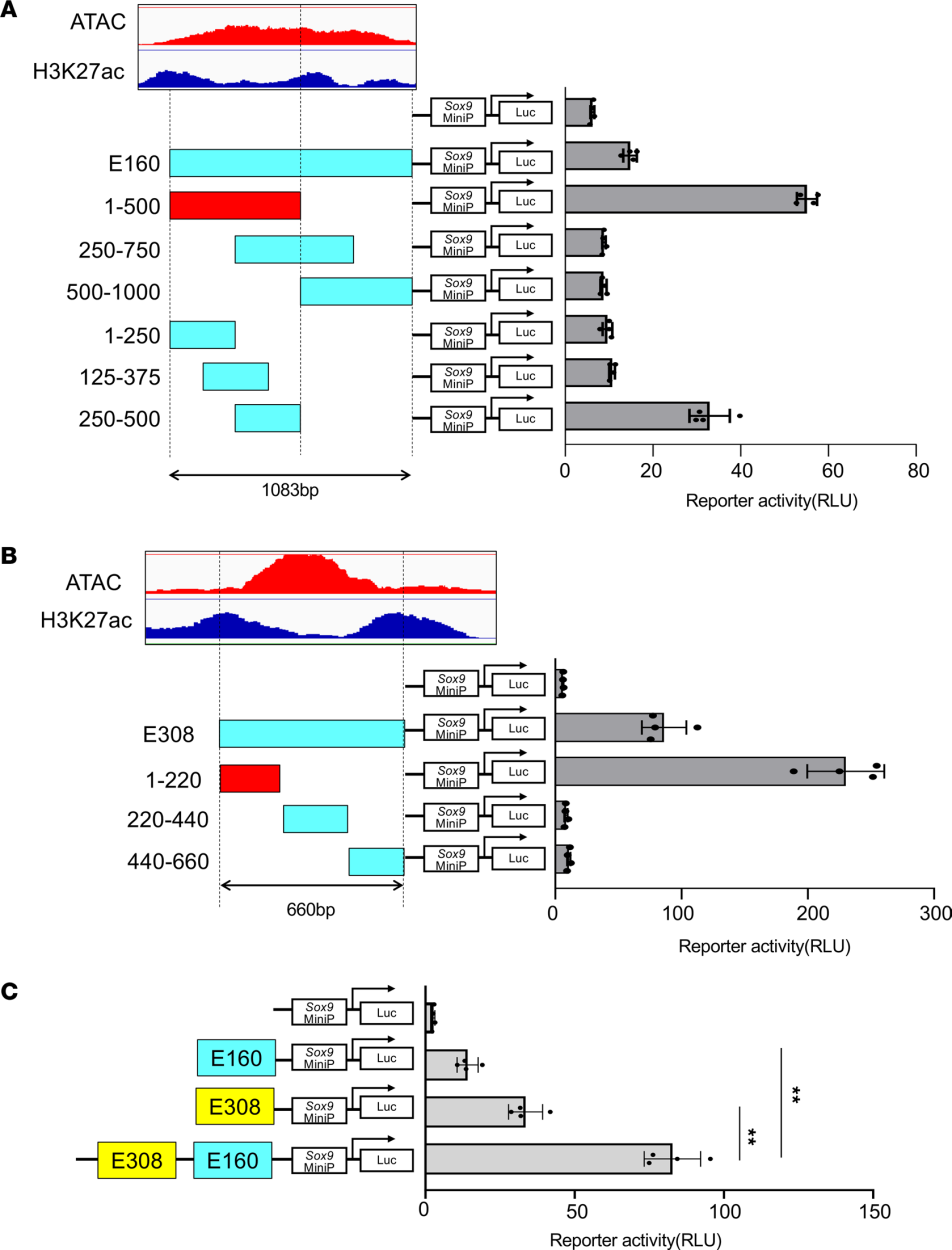
Reporter assay of E160 and E308 enhancer in primary chondrocytes. (**A**–**C**) Luciferase reporter constructs of deletions of E160 (**A**), deletions of E308 (**B**), or tandem repeats of E160 and E308 (**C**) fused to the Sox9 minimal promoter were transfected into primary chondrocytes. Luciferase activities were measured at 48 hours after transfection. Data are shown as the mean ± SD (*n* = 4, biologically independent samples). **P < 0.01, 1-way ANOVA followed by Tukey’s multiple-comparison test.

**Figure 5:**
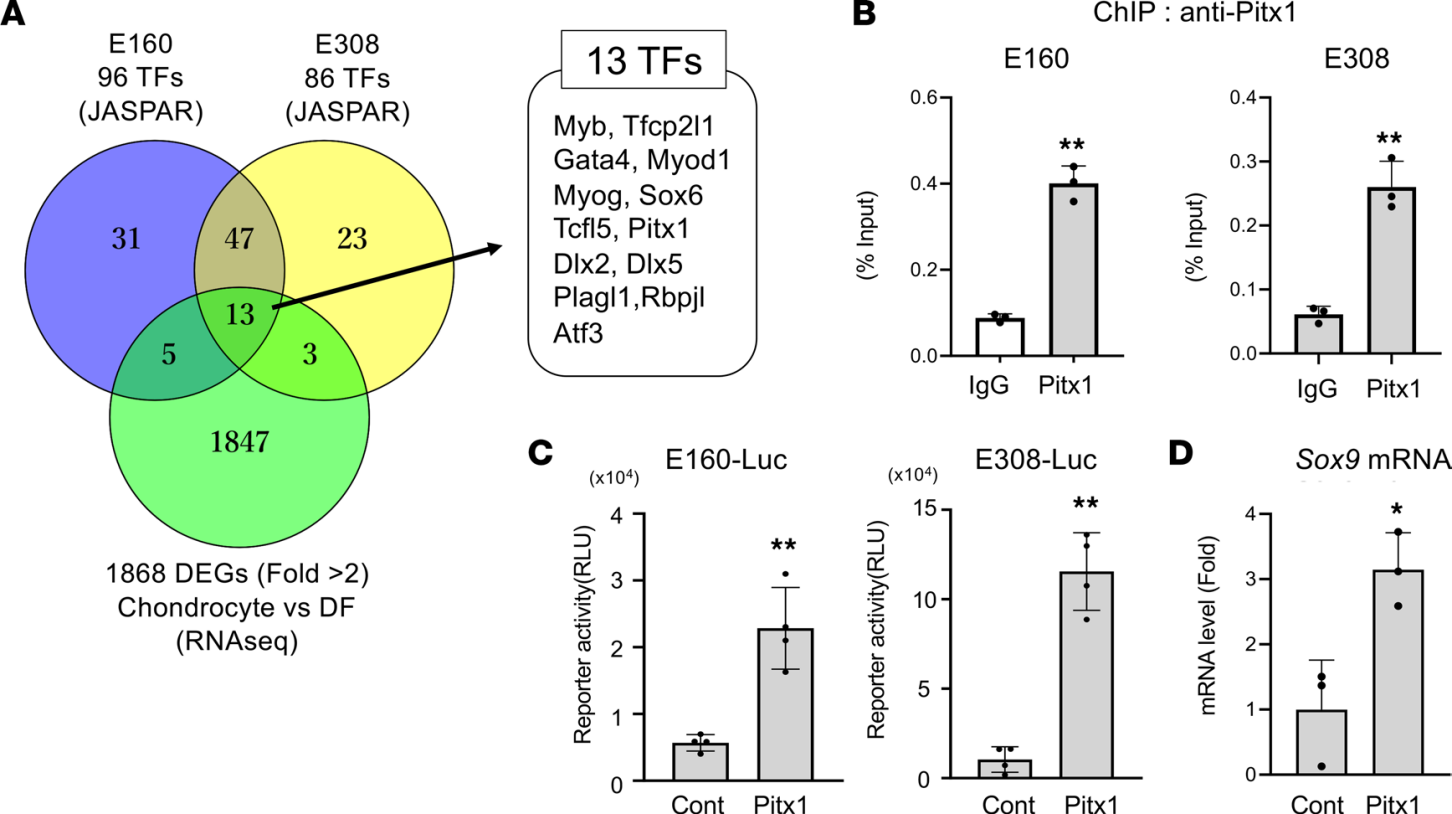
Regulation of Sox9 enhancer activity and Sox9 expression by Pitx1. (**A**) Venn diagram of motif analysis and differentially expressed genes (DEGs) between chondrocytes and dermal fibroblasts (DF) based on RNA-Seq data. TFs, transcription factors. (**B**) ChIP assay using IgG and anti-Pitx1 antibodies. Binding of Pitx1 to E160 and E308 in primary chondrocytes was examined by qPCR using specific primer pairs. Data are shown as the mean ± SD (*n* = 3, technical triplicates). **P < 0.01 (vs. IgG); Student’s *t* test. (**C**) HEK293 cells were transfected with reporter plasmids together with or without Pitx1. Luciferase activities were measured at 48 hours after transfection. Data are shown as the mean ± SD (*n* = 4, biologically independent samples). **P < 0.01 (vs. Control); Student’s *t* test. (**D**) Limb bud mesenchymal cells were infected with the control (Cont) or Flag-Pitx1 adenovirus, and Sox9 expression was analyzed by RT-qPCR. Data are shown as fold-changes normalized to Cont (mean ± SD) (*n* = 3, biologically independent samples). **P < 0.05 (vs. Cont); Student’s *t* test.

**Figure 6:**
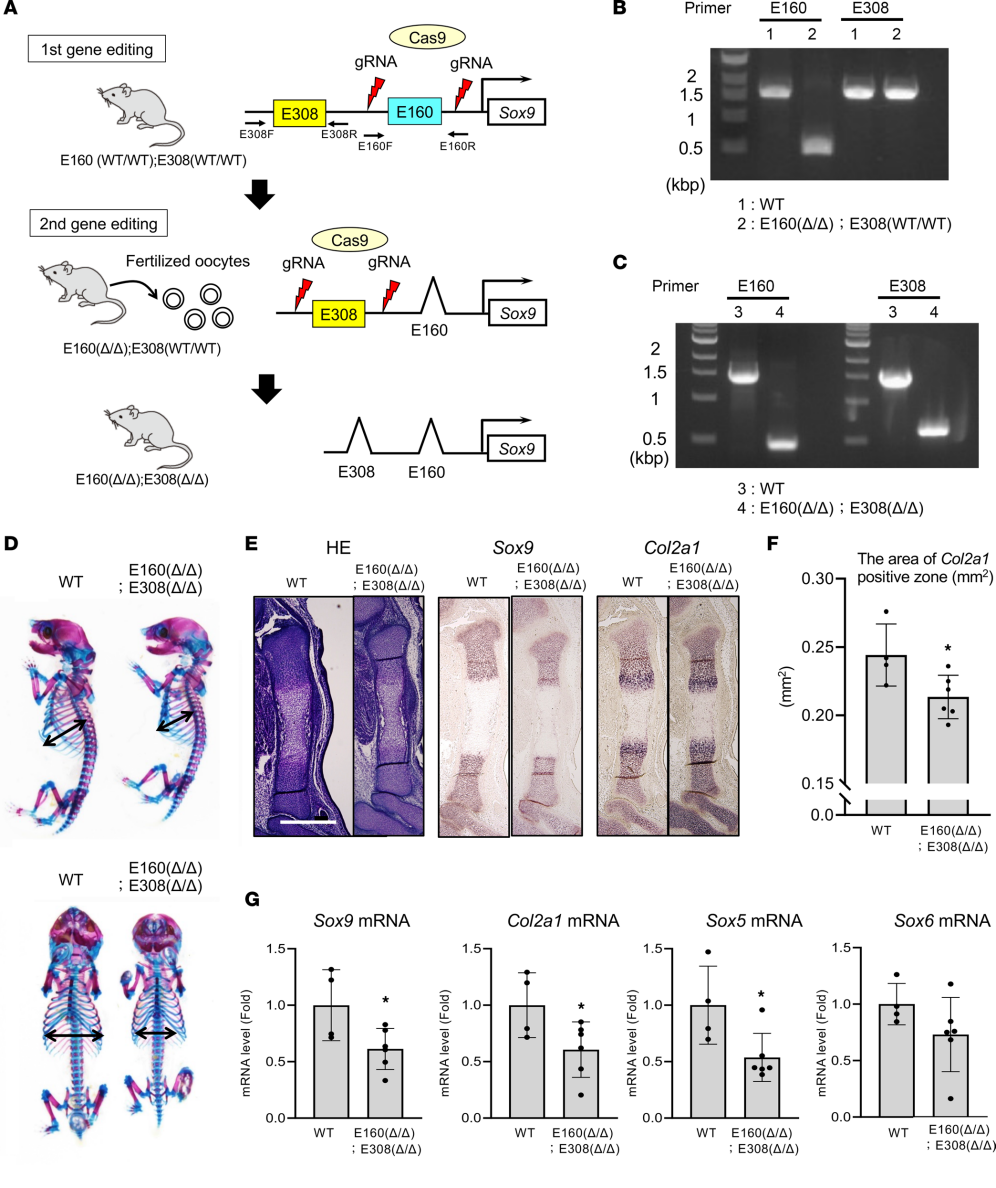
Simultaneous deletion of E160 and E308 in mice causes dwarf phenotype with reduced Sox9 expression. (**A**) Schematic model of our 2-step genome-editing approach to delete E160 and E308. Fertilized oocytes were collected from E160^Δ/Δ^ E308^WT/WT^ mice, and the E308 genomic region was deleted in a second round of genome editing. (**B** and **C**) Genotyping of E160^Δ/Δ^ E308^WT/WT^ (**B**) and E160^Δ/Δ^ E308^Δ/Δ^ (**C**) mice. (**D**) Image of Alcian blue/alizarin red S–stained skeletal preparations of newborn WT and E160^Δ/Δ^ E308^Δ/Δ^ littermate mice. (**E**) Sections of tibiae from WT and E160^Δ/Δ^ E308^Δ/Δ^ littermate E15.0 embryos were stained with hematoxylin and eosin (HE); RNA in situ hybridization analysis using antisense probes against Sox9 and Col2a1. Scale bar: 500 μm. (**F**) Quantitative analysis of Col2a1-positive expression in E15.0 WT and E160^Δ/Δ^ E308^Δ/Δ^ mouse embryos. Data are shown as the mean ± SD. WT: *n* = 4 animals. E160^Δ/Δ^ E308^Δ/Δ^: *n* = 6 animals. *P < 0.05 (vs. WT); Student’s *t* test. (**G**) Total RNA was isolated from forelimbs of E15.0 WT E160^Δ/Δ^ E308^Δ/Δ^ mouse embryos and analyzed by RT-qPCR. Data are shown as fold-changes normalized to WT (mean ± SD). WT: *n* = 4 animals. E160^Δ/Δ^; E308^Δ/Δ^: *n* = 6 animals. *P < 0.05 (vs. WT). Student’s *t* test.

**Figure 7:**
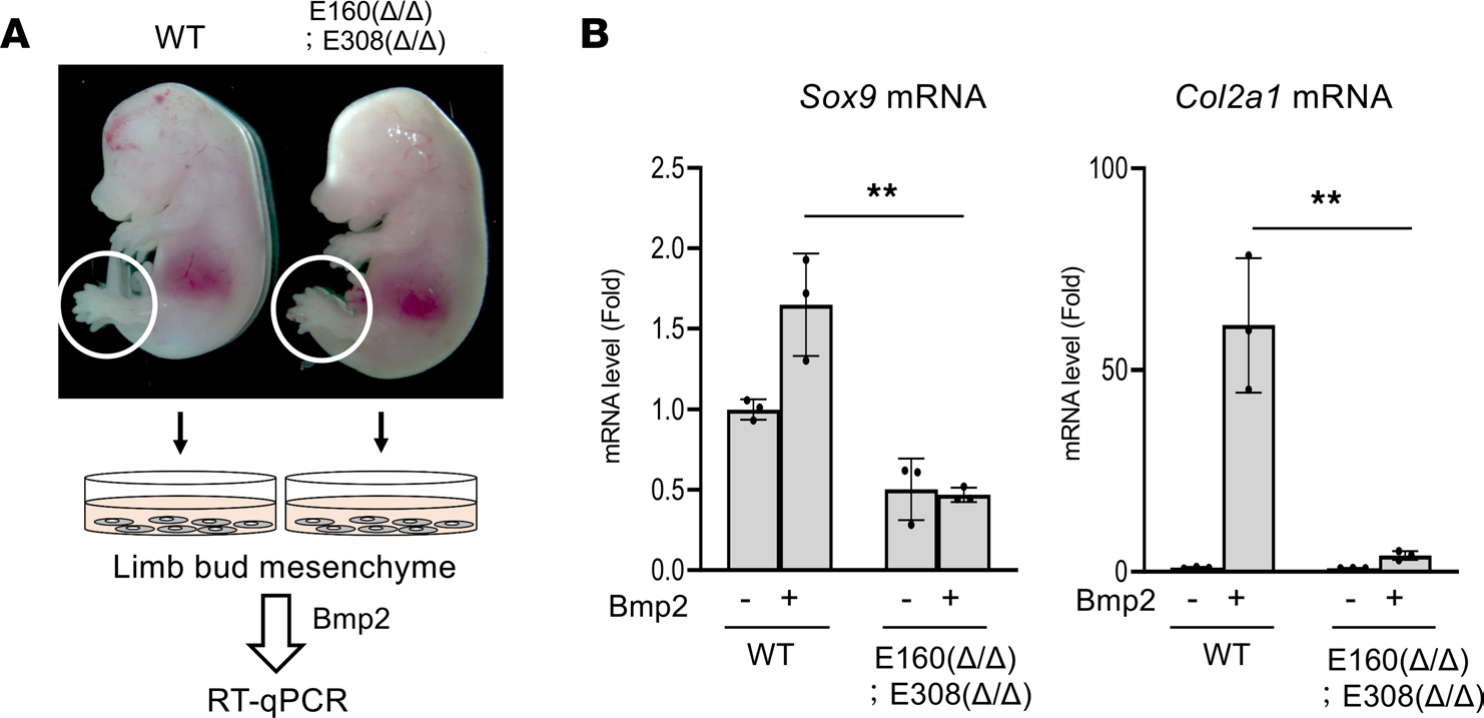
Impaired chondrogenesis in E160 and E308 deletion mice. (**A**) Schematic of the method to examine chondrogenesis of limb bud mesenchymal cells isolated from E12.5 WT and E160^Δ/Δ^ E308^Δ/Δ^ mice. (**B**) Limb bud mesenchymal cells isolated from WT mice and E160^Δ/Δ^ E308^Δ/Δ^ littermates were cultured with or without BMP2 for 7 days. Total RNA was isolated and *Sox9* and *Col2a1* mRNA expression was determined by RT-qPCR. The RNA level is indicated as the fold-increase compared with the WT control (mean ± SD, *n* = 3, biologically independent samples). **P < 0.01; 1-way ANOVA followed by the Tukey test.

**Figure 8:**
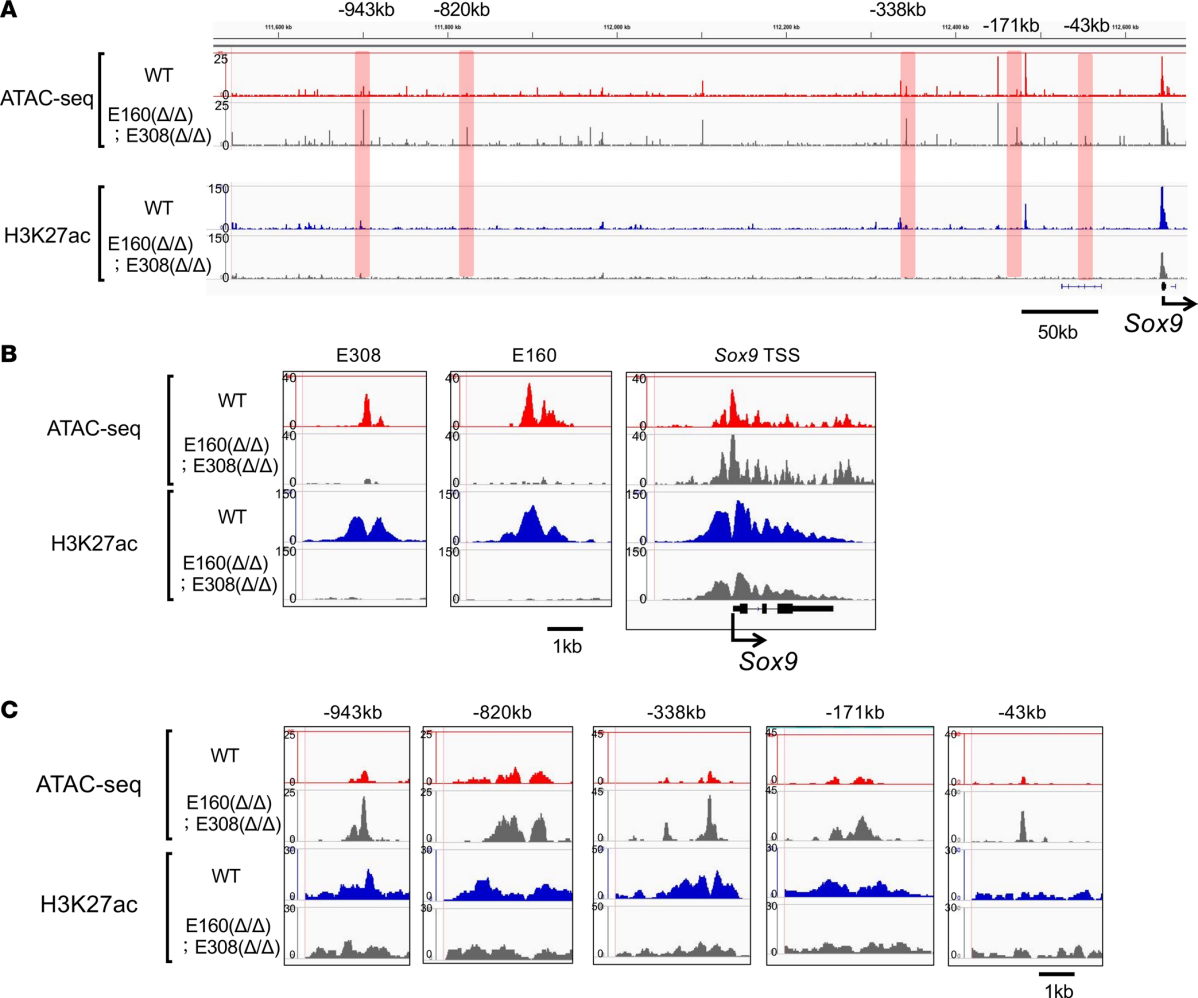
ATAC-Seq and H3K27ac ChIP-Seq signals in WT and E160^Δ/Δ^ E308^Δ/Δ^ chondrocytes. (**A**) ATAC-Seq and ChIP-Seq profiles within a 1 Mb region upstream of the mouse Sox9 gene in primary chondrocytes of WT and E160^Δ/Δ^ E308^Δ/Δ^ littermate mice. Light red shading highlights the strong peaks of E160^Δ/Δ^ E308^Δ/Δ^ mice compared with those of WT mice. (**B**) Specific profiles of E308, E160, and Sox9 TSSs. Note that peaks of E308 and E160 were not detectable in of E160^Δ/Δ^ E308^Δ/Δ^. (**C**) Changes in ATAC-Seq and H3K27 peaks in primary chondrocytes isolated from WT mice and E160^Δ/Δ^ E308^Δ/Δ^ littermates.

# Supplementary material for: Chromatin profiling identifies chondrocyte-specific Sox9 enhancers important for skeletal development
**Source:** JCI Insight. 2024 Jun 10;9(11):e175486. doi: 10.1172/jci.insight.175486

Full unedited gel for Figure3B

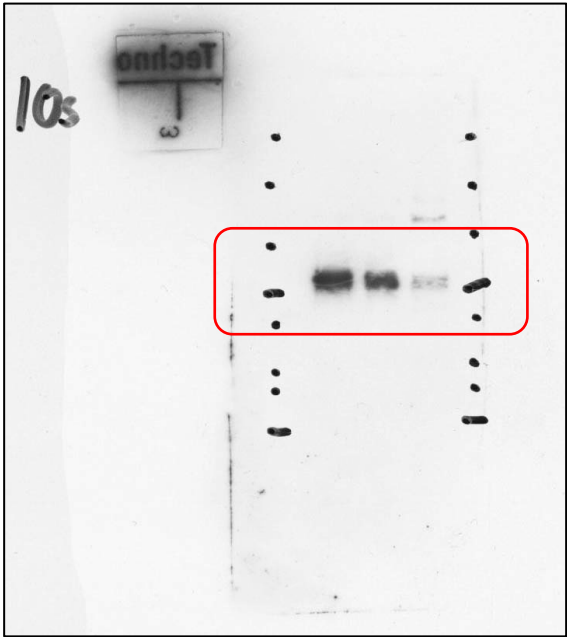

anti-Sox9

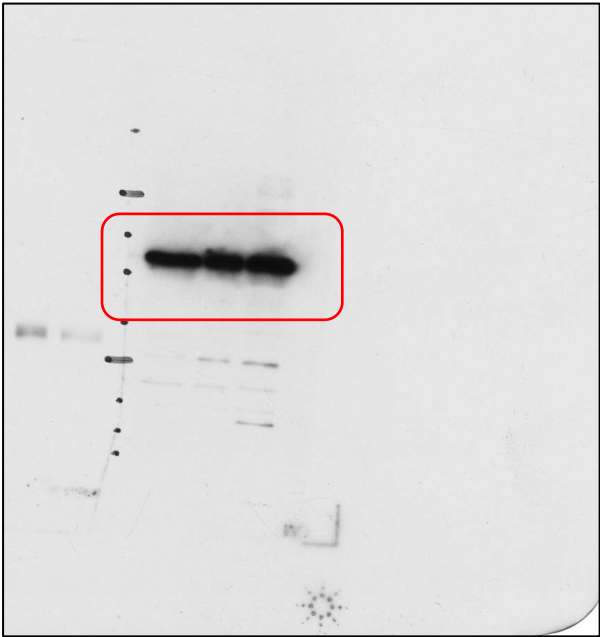

anti-bActin

Full unedited gel for Figure3D

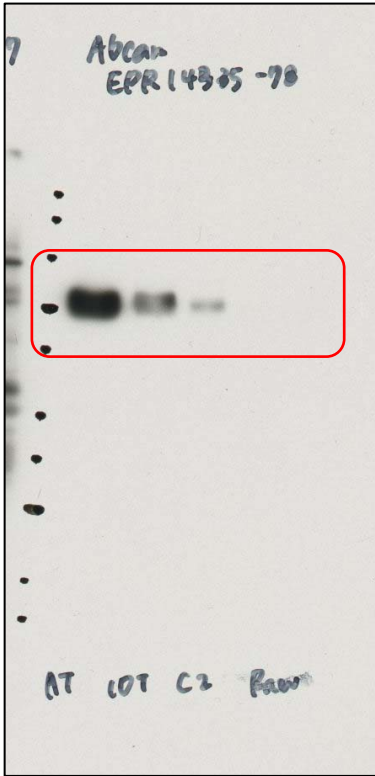

anti-Sox9

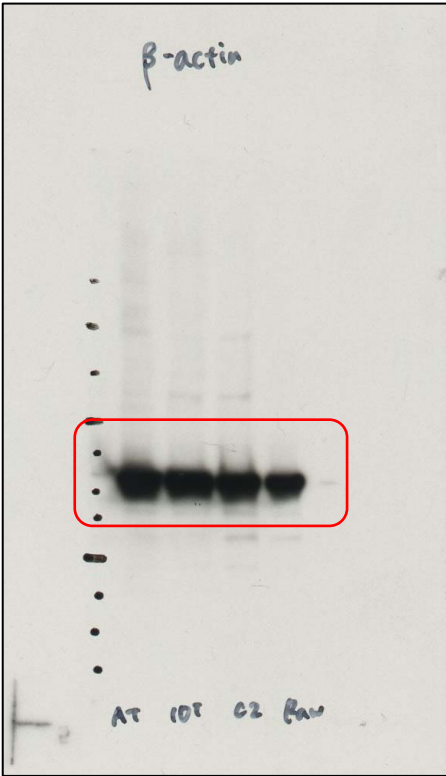

anti-bActin

Full unedited gel for Figure 6B  
upper panel

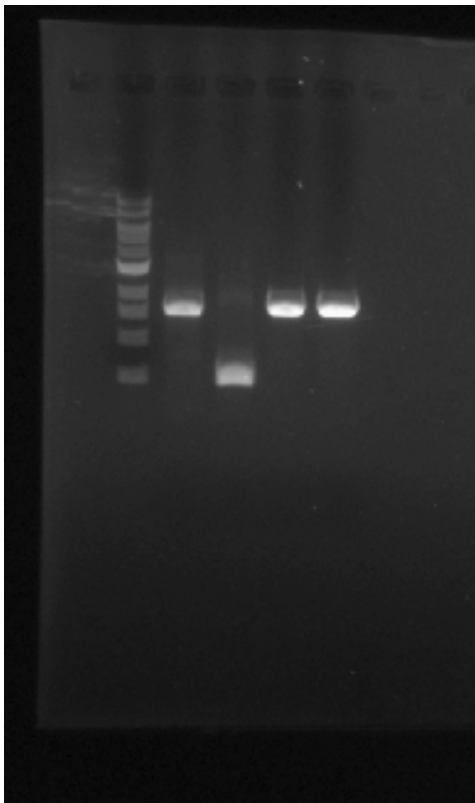

Full unedited gel for Figure 6B  
lower panel

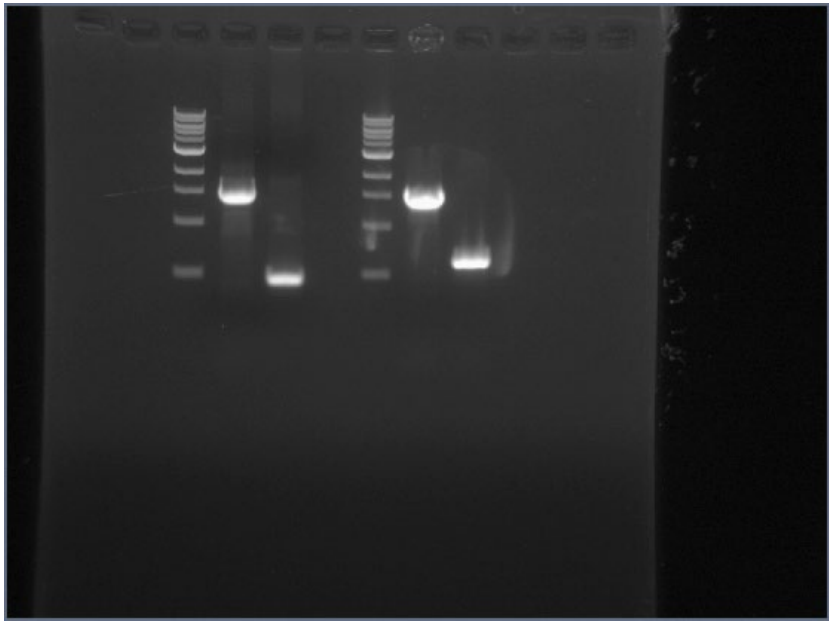

Full unedited gel for  
Supplementary Figure 5B

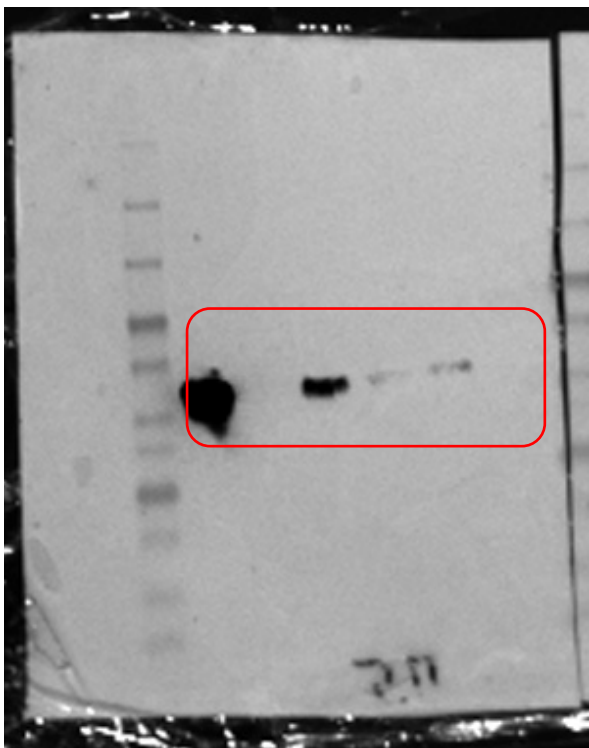

Full unedited gel for  
Supplementary Figure 5C

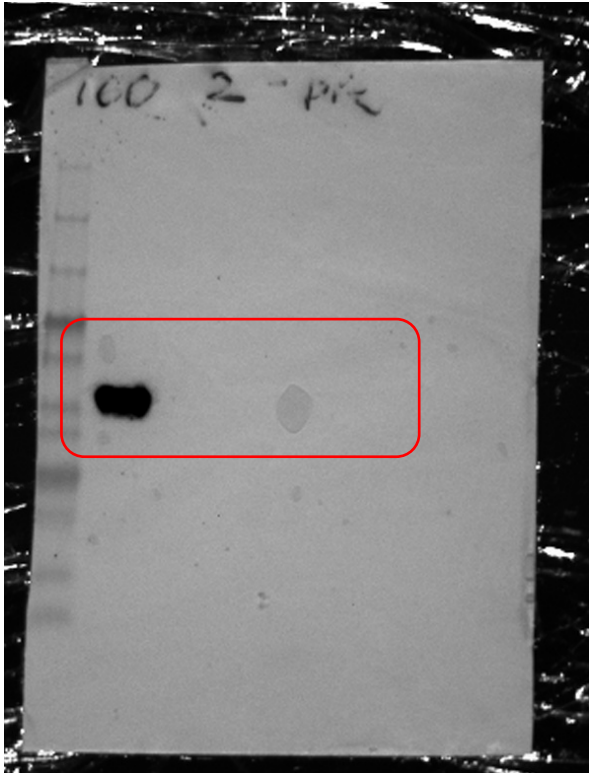

Full unedited gelfor  
Supplementary Figure 6B

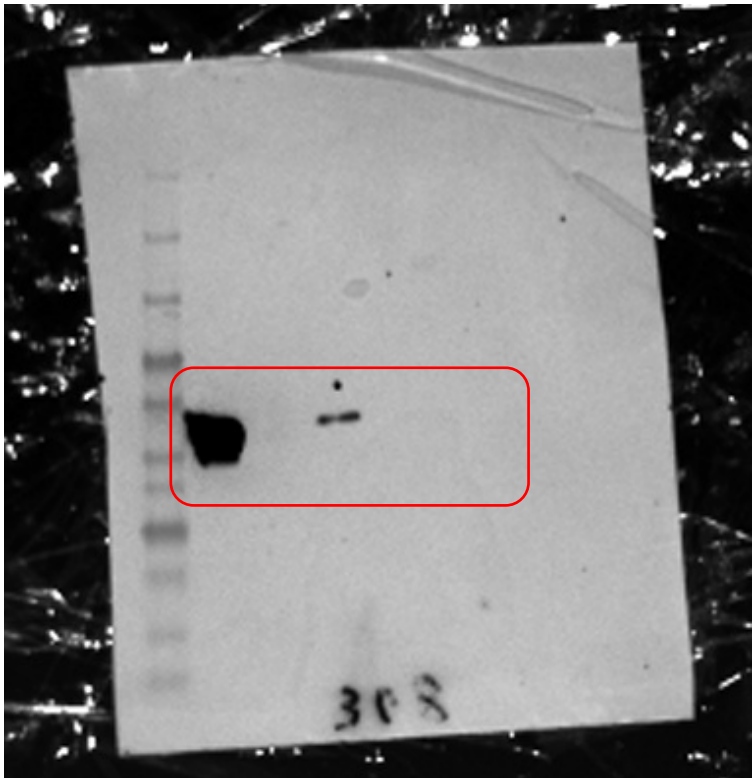

Full unedited gelfor  
Supplementary Figure 8B

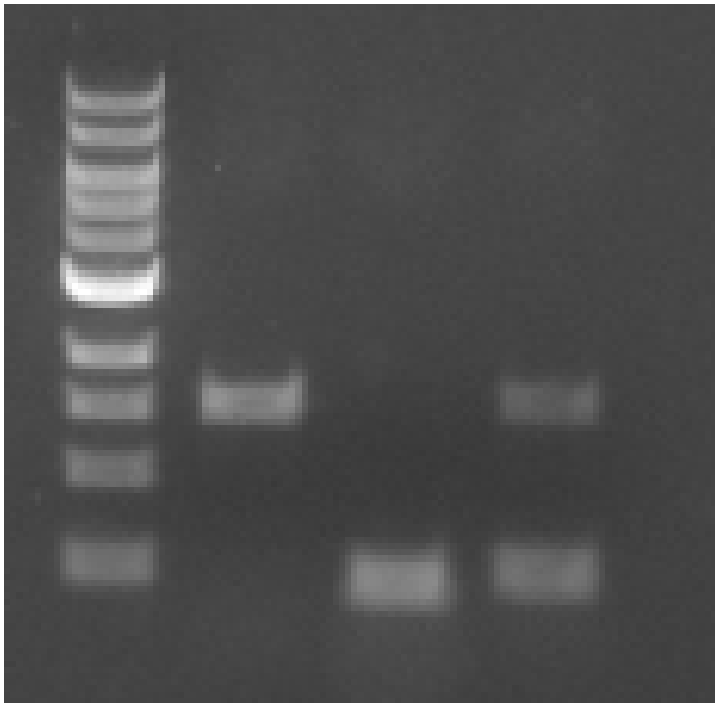

Full unedited gelfor  
Supplementary Figure 9B

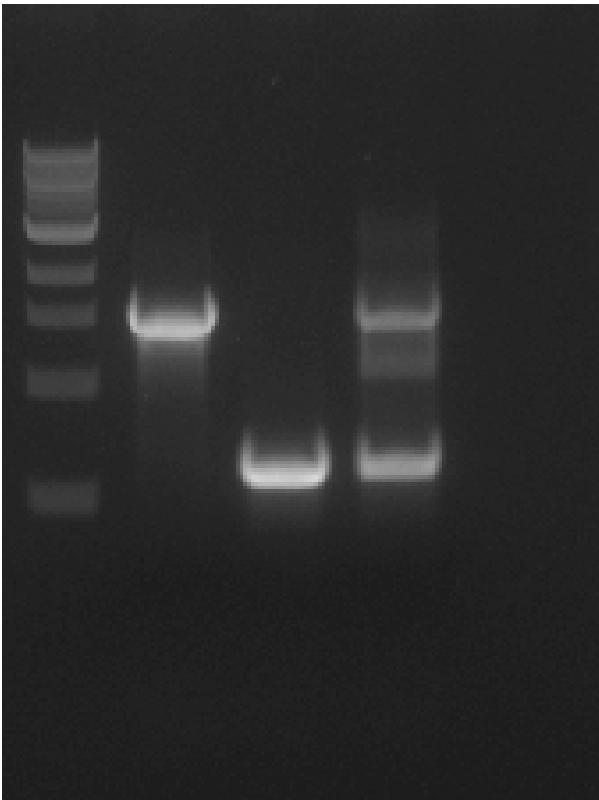

Full unedited gel for  
Supplementary Figure 10A  
anti-Flag

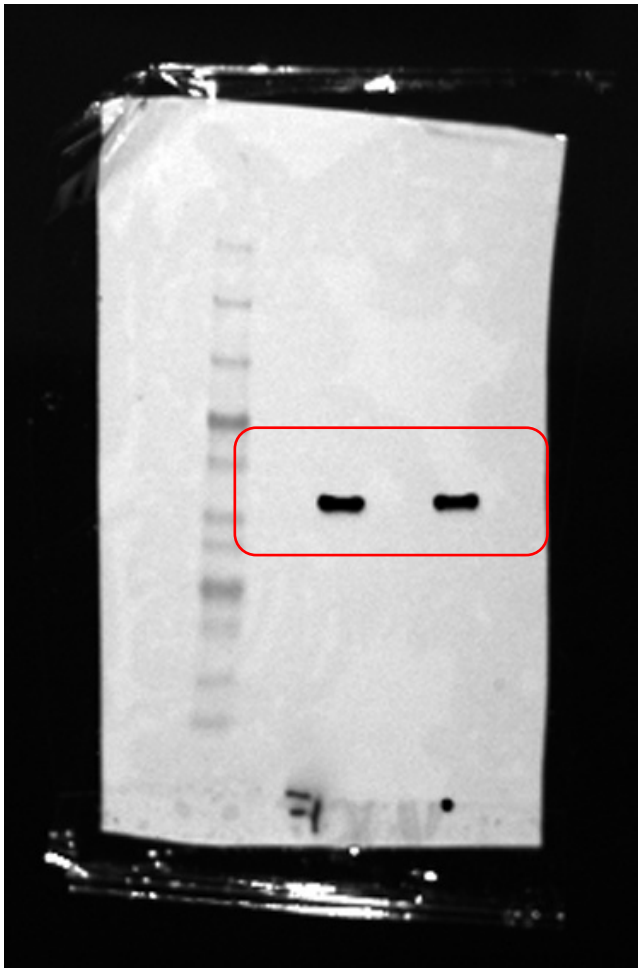

Full unedited gel for  
Supplementary Figure 10A  
anti-betaActin

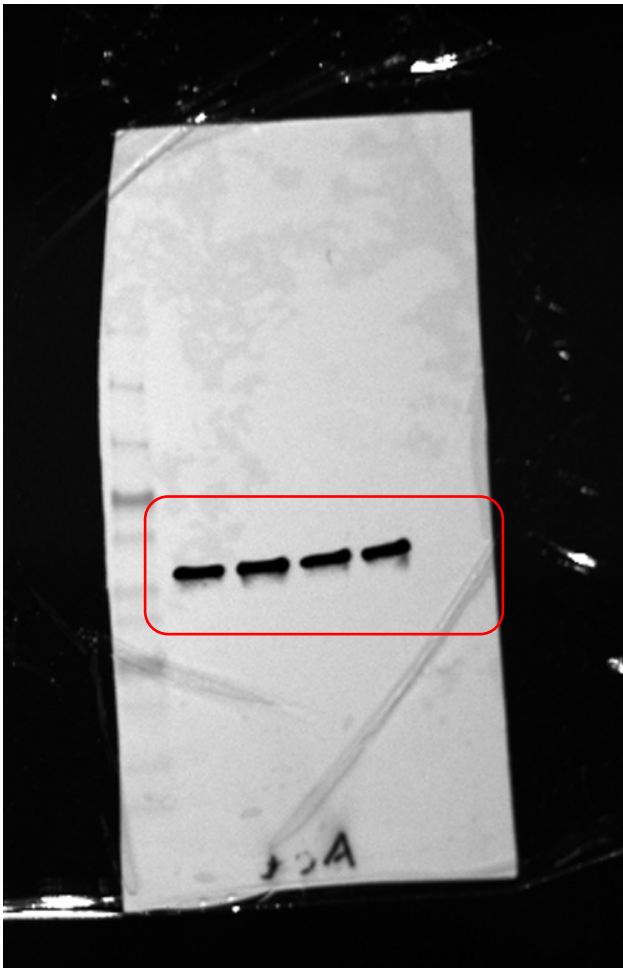

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

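RNA-Seq was performed on 1 library of primary rib chondrocytes and 1 library of primary dermal fibroblasts from newborn mice. The authors mapped 75 bp single-end reads of stranded mRNA libraries to mm10 with TopHat, Bowtie2 and SAMtools and deposited whole-number read counts per gene symbol, not scaled for library size. The paper's text names neither the program that counted the reads nor its annotation and strand setting, nor the test behind its false discovery rate. The deposited counts summed to 18788599 reads in chondrocytes and 17563724 reads in dermal fibroblasts over 24421 rows, of which 6703 were 0 in both libraries. In 27 rows the gene symbol had been turned into a date. These rows stayed in the counts of genes, none of them was over 2-fold higher in chondrocytes, and they were not named or matched to another table. All value columns were matched to a sample.

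From these counts, scaled counts and folds were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The scaling factors of the main values were estimates of the authors' factors, made from Supplemental Table 6, whose copy held 1866 genes against the paper's 1868. For this reason no overlap or enrichment with that table was tested. Counts under 3 were set to 3, genes were counted where the fold was over 2, and each fold has a 95% Clopper-Pearson counting interval. The intervals cover counting error only, since reads without molecular identifiers are not independent molecules. With 1 library per cell type, no p-value was computed.

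The choices and alternatives were set before the data were examined, unless stated otherwise. The alternatives were scaling by total counts, by edgeR TMM factors (edgeR 4.0.16 in R 4.3.3), by DESeq2 median-of-ratios factors (DESeq2 1.42.0), by the upper quartile, by total counts without the 10 most abundant genes of either library and by *Actb*; floors of 1 and 10 counts; a pseudocount of 1; a floor of 0.1 FPKM; genes with at least 10 counts; a fold over 4; and the lower bound of the interval over 2. For the FPKM floor, gene lengths were the exon lengths of GENCODE vM1, which named 92.2% of the genes with at least 10 counts, or for named genes the length implied by Supplemental Table 6. The genes named were those the paper names, the 13 transcription factors, the 5 largest and 5 smallest folds among genes with at least 100 counts, the 5 most abundant genes of each library, and the 3 most abundant members of each marker list.

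Marker lists for skeletal muscle, macrophages, endothelium, keratinocytes, melanocytes, erythroid cells, osteoblasts, hypertrophic chondrocytes, fibroblasts, dissociation stress, imprinted growth genes, sex, limb identity, the cell cycle and housekeeping were compared between the libraries. The median log2 fold of each list was placed among 10000 random lists of the same size matched on mean expression in 50 bins, as a description of these libraries. The calculations were tested on simulated counts for 24421 genes. Counting intervals covered the simulated fold for 95.4% of 11811 genes with at least 100 counts, and of 24221 unchanged genes, 216 passed the 2-fold threshold upward and 164 downward. The whole interval lay above 2-fold for 1 unchanged gene.

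Gene positions are those of GRCm38 for the RNA-Seq data and of NCBIM37 for E160, E308 and the oligonucleotides, and no position was converted between builds. The ATAC-Seq, ChIP-Seq, RT-qPCR, luciferase and mouse experiments were not analysed here, except for the RT-qPCR values of the supporting data that are set beside the counts in the closing section.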

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

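The tests of explanations in this part were chosen after the results were seen. The marker lists and their medians were set before the data were examined. The results are signals in these RNA-Seq libraries that the paper does not report from them, and the libraries have no replicates. No biological explanation was tested by the design. Cell type was not separated from tissue or from digestion, which was at 37 °C for 1 h and 6 h for chondrocytes. For dermal fibroblasts it was at 4 °C for 48 h.

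The paper lists genes higher in chondrocytes, and 2480 genes were over 2-fold higher in dermal fibroblasts. For 1558 of these the whole counting interval lay beyond 2-fold. Of the genes over 2-fold higher in chondrocytes, 1026 had an interval wholly above 2-fold, against 1 gene among 24221 simulated unchanged genes, which argues against counting noise as the cause of those calls. The paper's RT-qPCR used 3 samples of each cell type (Fig. 1B), and its text does not state whether the sequenced RNA was among them. In it, the nearest samples of the cell types lay 5.70-fold apart for *Sox9*, 7462-fold for *Col2a1*, 74.5-fold for *Acan* and 3.80-fold for *Col1a1*, in the direction of the counts. This argues against variation between animals or cultures as the whole cause for these 4 genes. For the other genes it stays open.

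Of the 25 skeletal muscle genes in the table, 23 had at least 100 counts in the chondrocyte library and 21 in the dermal fibroblast library. *Myh3* had 7784 and 6497 counts, *Actc1* 7288 and 7970, and *Acta1* 6259 and 4705. A candidate source of the *Myod1* and *Myog* reads is therefore skeletal muscle cells in the preparations, which would bring the genes of this list, and 23 of them reached 100 counts there. These reads show that muscle transcripts were present. The 3 contractile genes above were within 1.5-fold between the libraries. Of the 25 list genes, however, 10 were over 2-fold higher in chondrocytes and 0 were over 2-fold lower. The list therefore does not decide whether muscle cells account for the fold of *Myod1*. The list's median log2 fold was 0.65, above 100% of the matched random lists, and its members ranged from -0.52 for *Ckm* to 4.94 for *Pax7* (named after its values were seen). A different share or kind of muscle cells in each preparation, and expression in chondrocytes themselves, stay open.

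The keratinocyte list had a median log2 fold of -4.65, below each of the 10000 matched random lists. *Krt14* had 17 counts in chondrocytes and 1939 in dermal fibroblasts, *Krt5* had 1 and 1693, and *Dsp* had 27 and 722. Epidermal cells in the dermal preparation could raise this list. All 8 of its genes over 3 counts were higher there, 6 of them over 2-fold. The 2 others, *Krt10* (72 and 108 counts) and *Trp63* (42 and 70 counts), were within 2-fold. Whether epidermal cells of any kind must raise each gene of the list was not tested, so epidermal cells stay open as the source. Expression of keratins by cultured skin cells was not tested.

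The imprinted growth list had a median log2 fold of 1.28, above 99.99% of the matched random lists, with 12 of 13 genes higher in chondrocytes. *H19* had 282909 and 17570 counts, *Igf2* 215049 and 10611, and *Gnas* 24165 and 25810. The lowest median under any scaling was 1.15, so the scaling between the libraries does not account for it. Cell type, proliferation and time in culture were not separated by the design.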

How the results depend on the processing

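Each result below was recomputed with 1 choice changed at a time. No paired analysis was possible because each cell type had 1 library.

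The number of genes over 2-fold higher in chondrocytes was 1876 and ranged from 1422 (floor of 10 counts) to 2585 (floor of 1 count) across the scalings, floors, pseudocount and filter. The number over 2-fold higher in dermal fibroblasts was 2480 and ranged from 2038 (floor of 10 counts) to 2859 (pseudocount of 1). Both counts moved by more than 1.5 times with a stricter threshold, which removes genes by construction. With a fold over 4, they were 708 and 937, and with the lower bound of the counting interval over 2, they were 1026 and 1558. The FPKM floor gave 1620 and 2201 over the genes that have a length in the annotation. Genes higher in chondrocytes made up 43.1% of both directions with the authors' factors, 35.7% with total counts and 48.6% with *Actb*. Relative to the authors' factors, total counts moved the log2 folds by -0.13 and *Actb* moved them by 0.13.

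Of the 13 transcription factors, 12 were over 2-fold higher with 6 of the 7 scalings, the authors' included, and 11 with total counts. A floor of 10 counts gave 10, and a fold over 4 and the lower bound of the interval over 2 each gave 9.

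The folds of 75 named genes were compared under 10 alternatives. Of the 750 values, 107 lay outside the counting interval of the main value, and 11 values in 10 genes changed direction. Those 10 genes were within 1.1-fold of equality in the main values. *Tcfl5* went from 1.06 to 0.967 with total counts.

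Of 56 list medians under the alternatives, 2 left the bootstrap interval of the main median. The limb identity list went from -1.71 to 0.03 with a floor of 10 counts, because its middle gene was then set to the floor in both libraries and 0.03 is the log2 ratio of the factors. With genes of at least 10 counts it went to -4.22, within the bootstrap interval of its 7 genes. The cell cycle list went from 0.91 to 0.78 with total counts.

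The depth limits the genes at few reads. Of the genes over 2-fold higher in chondrocytes, 203 had fewer than 10 counts, and 134 had 0 counts in dermal fibroblasts, so that their folds are lower bounds.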

Differences from the paper's values

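*Col2a1* was at least 493135-fold higher in chondrocytes, against the paper's 166330 in Supplemental Table 6. With a floor of 0.1 FPKM the fold was at least 164595, and with a floor of 10 counts it was at least 147941. No other alternative set before the data were examined closed the gap. In this paragraph and the next, the FPKM floor raised the dermal fibroblast value of each gene, so its folds are lower bounds. The same floor gives the folds of Supplemental Table 6, and the gene lengths came from that table. Closeness under this floor is therefore no independent check. *Gata4* was 5.11-fold higher against the floor, with 3 counts in dermal fibroblasts, against the paper's 2.39. Its counting interval, from 1.45 to 27.5, includes the paper's value. The floor of 0.1 FPKM closed the gap at 2.53. The floor of 10 counts gave a bound of at least 1.53, which allows the paper's value without reaching it. *Rbpjl* was at least 4.09-fold higher, against the paper's 2.66. The floor of 0.1 FPKM closed the gap at 2.87. Total counts gave a bound of at least 3.74, which stays above the paper's value but under 1.5 times that value, so it does not count as different. The floor of 10 counts gave a bound of at least 1.23, which allows the paper's value without reaching it. *Tfcp2l1* was 14.6-fold higher, against the paper's 8.39, and among the alternatives only the floor of 0.1 FPKM closed the gap, at 8.47.

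Other named genes also differed from Supplemental Table 6. *Col9a1* was at least 31590-fold higher, against the paper's 13836, and *Hapln1* was at least 8587-fold higher, against the paper's 2812. The floor of 0.1 FPKM gave 13698 and 2794 and the floor of 10 counts at least 9477 and 2576, and no other alternative closed these gaps. *Col10a1* was 3537-fold higher against the floor, with 3 counts in dermal fibroblasts, against the paper's 1932. Its counting interval, from 1210 to 17152, includes the paper's value. The floor of 0.1 FPKM gave 1910 and the pseudocount of 1 gave 2636, and the floor of 10 counts gave a bound of at least 1061, which allows the paper's value without reaching it. *Pax7*, named after its values were seen, was 30.7-fold higher, against the paper's 16.0, and the floor of 0.1 FPKM gave 15.9 and the floor of 10 counts at least 12.3. The other alternatives did not close the gaps of *Col10a1* and *Pax7*.

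*Tcfl5* had a fold of 1.06, against the paper's 3.57. None of the alternatives set before the data were examined closed the gap. *Copg2*, named after its values were seen, had a fold of 1.43, against the paper's 8.76, and none of them closed that gap.

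Relative to chondrocytes and normalized to *Actb*, *Col2a1* in dermal fibroblasts was at most 1.85e-06 in the RNA-Seq counts, against the paper's 7.83e-05 (SD 6.66e-05) by RT-qPCR in Fig. 1B. The paper does not state whether the RT-qPCR samples include the sequenced ones. *Acan* was 0.000211, against the paper's 0.00881 (SD 0.00197). None of the other scalings, the floors of 1 and 10 counts, the pseudocount of 1 and the floor of 0.1 FPKM closed either gap.

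In Fig. 5A the paper places *Tcfl5* among the genes higher in chondrocytes. In the deposited counts it was not over 2-fold higher under any of the settings tried.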

Other observations

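The marker lists and their medians were set before the data were examined. The other tests in this part were chosen after the results were seen, and the genes *Copg2*, *Col9a3* and *Mir466i* were named after their values were seen.

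Supplemental Table 6 gives *Tcfl5* a normalized count of 327 in chondrocytes and 91.6 in dermal fibroblasts. Relative to the deposited scaled counts these are 3.68 times and 1.09 times as many. *Tcfl5* and *Col9a3* lie on opposite strands and share 237 bp in GRCm38, and *Col9a3* was 1838-fold higher in chondrocytes. A candidate explanation is that the counting behind the table took in reads of *Col9a3*. *Tcfl5* was chosen for the gap between its folds, so the ratio of 1.09 in dermal fibroblasts is no test of this, and the explanation stays open. The excess would amount to 0.531% of the *Col9a3* counts in chondrocytes. *Copg2* shares 913 bp with *Mest* on the opposite strand, and *Mest* was 41.7-fold higher in chondrocytes. Its normalized count in the table was 7.44 times the deposited scaled count in chondrocytes and 1.22 times in dermal fibroblasts, an excess in chondrocytes of 37.1% of the *Mest* counts, far above the share in the first pair. The fold of *Copg2* was 8.76 in the paper's table and 1.43 in the deposited counts. Both pairs were noticed in these data, so neither supports the explanation, and an isoform counted only for the table stays open. Of the 970 genes in the table with a normalized count of at least 100 in chondrocytes, 14 had over 1.5 times the deposited scaled count or no deposited count there. Of these 14, 4 were within 1.5 times in dermal fibroblasts, 6 exceeded 1.5 times in both libraries, and 4 had a deposited count of 0 in at least 1 library. Reads of a gene found in chondrocytes alone would not give an excess in both libraries. No overlapping neighbour was looked up for those 6 genes, and a neighbour with reads in both libraries could give it. For them, reads of an overlapping gene stay open.

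The fold in Supplemental Table 6 equals the ratio of the FPKM values with values under 0.1 set to 0.1 in all 1866 rows in hand. In the table, 262 genes had a normalized count under 10 in chondrocytes and 192 had 0 in dermal fibroblasts. *Mir466i*, with a normalized count of 1.01 against 0, has a fold of 653 in the paper's table because its FPKM is 65.3. The deposited counts were 3 and 0.

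By RT-qPCR in Fig. 1B, the paper's level of *Sox9* in dermal fibroblasts relative to chondrocytes was 0.0605 (SD 0.0853), and the *Actb*-normalized RNA-Seq counts gave 0.0606. For *Col1a1* the paper's value was 5.06 (SD 0.920) and the counts gave 7.37.

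The other marker lists were as follows. The macrophage list had a median log2 fold of -0.62 with all 13 genes lower in chondrocytes, and *Lyz2* had 1046 and 1639 counts. The endothelial list had a median of -1.53 with all 10 genes lower, and *Flt1* had 97 and 446 counts. The melanocyte list had a median of -3.60 with all 7 genes lower, and *Mitf* had 150 and 599 counts. The fibroblast list had a median of -2.97 with 11 of 12 genes lower. The limb identity list had a median of -1.71 with 6 of 7 genes lower, and this median depended on the handling of low counts. The osteoblast list had a median of 1.82 with 9 of 10 genes higher, and *Spp1* had 9639 and 3413 counts. The hypertrophic chondrocyte list had a median of 3.39 with 7 of 8 genes higher, and *Col10a1* had 10378 and 3 counts. The cell cycle list had a median of 0.91 with all 10 genes higher, and *Top2a* had 5006 and 2276 counts. The dissociation stress list had a median of -0.09 with 7 genes higher and 10 lower, and the housekeeping list had a median of 0.12 with 6 higher and 4 lower. The sex list had a median of -0.11, and *Xist* (5656 and 4463 counts) and *Ddx3y* (1169 and 1170 counts) were both found in each library. Too few erythroid genes passed 3 counts for a median, and *Alas2* had 9 and 3 counts.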
